# Mapping the daily rhythmic transcriptome in the diabetic retina

**DOI:** 10.1016/j.visres.2023.108339

**Published:** 2023-11-30

**Authors:** Ryan P. Silk, Hanagh R. Winter, Ouria Dkhissi-Benyahya, Carmella Evans-Molina, Alan W. Stitt, Vijay K. Tiwari, David A. Simpson, Eleni Beli

## Abstract

Retinal function changes dramatically from day to night, yet clinical diagnosis, treatments, and experimental sampling occur during the day. To begin to address this gap in our understanding of disease pathobiology, this study investigates whether diabetes affects the retina’s daily rhythm of gene expression. Diabetic, Ins2^Akita/J^ mice, and non-diabetic littermates were kept under a 12 h: 12 h light/dark cycle until 4 months of age. mRNA sequencing was conducted in retinas collected every 4 h throughout the 24 hr light/dark cycle. Computational approaches were used to detect rhythmicity, predict acrophase, identify differential rhythmic patterns, analyze phase set enrichment, and predict upstream regulators. The retinal transcriptome exhibited a tightly regulated rhythmic expression with a clear 12-hr transcriptional axis. Day-peaking genes were enriched for DNA repair, RNA splicing, and ribosomal protein synthesis, night-peaking genes for metabolic processes and growth factor signaling. Although the 12-hr transcriptional axis is retained in the diabetic retina, it is phase advanced for some genes. Upstream regulator analysis for the phase-shifted genes identified oxygen-sensing mechanisms and HIF1alpha, but not the circadian clock, which remained in phase with the light/dark cycle. We propose a model in which, early in diabetes, the retina is subjected to an internal desynchrony with the circadian clock and its outputs are still light-entrained whereas metabolic pathways related to neuronal dysfunction and hypoxia are phase advanced. Further studies are now required to evaluate the chronic implications of such desynchronization on the development of diabetic retinopathy.

## 1. Introduction

With the inexorable increase in the incidence of diabetes, it is estimated that by 2040 around 224 million people will have some form of diabetic retinopathy (DR), with approximately 70 million suffering severe vision loss (International Diabetes Federation, 2019). Current treatments are administered only at the late stages of the disease and do not always prevent vision loss, carry side effects, and place a substantial economic burden on healthcare systems worldwide. Early diagnosis, prevention strategies, and new therapies are urgently needed. In this respect, understanding early pathobiology and how environmental inputs impact disease progression can provide the basis for designing prevention strategies by modifying these inputs.

DR pathogenesis is complex and incompletely elucidated. Hyperglycemia drives early-stage retinal gliosis, neuroinflammation, and vascular pathology, which progresses to ischemia and the sight-threatening stages typified by neuronal depletion and loss of retinal integrity due to edema and neovascularization. Current treatments target the late stages of the disease stages, despite changes in retinal biochemistry often occurring long before clinical diagnosis. Rodent models of diabetes have been instrumental in elucidating these early changes in the diabetic retina. At the early stages, clinical efforts focus on managing glucose levels and blood pressure but proportionately more provision for lifestyle or environmental changes could benefit patients. Modeling disease progression in rodent models of diabetes represent only the early stages of DR. Vascular pathology in the diabetic models, presents as increased vascular permeability and inflammation at 2 months of diabetes duration and as loss of vasculature starting around 6 months of diabetes (Veenstra et al., 2015). However, these models have also highlighted that neuronal dysfunction and gliosis is another impact of diabetes on the retina that has not been described in the clinic and could offer significant insights in the pathobiology of the disease.

One emerging system that is disrupted early after diabetes diagnosis and before the appearance of complications is the circadian clock. The circadian clock is a time-keeping mechanism that facilitates adaptation of the cellular physiology to the daily light/dark cycle. While it is well established that circadian disruption predisposes to diabetes (Hung et al., 2006; Marcheva et al., 2010; Stenvers et al., 2019; Vetter et al., 2018), disease-induced disruption of the circadian system emerges as an important factor for prognosis of disease management and outcomes. Specifically, circadian disruption in diabetes seems to impact peripheral clocks more than the master clock located in the suprachiasmatic nucleus (Busik et al., 2009; Stenvers et al., 2019) leading to a misalignment between the circadian clocks throughout the body. Additionally, a metabolic jet-lag which refers to a state of phase shift in circadian profiles of metabolic or endocrine pathways was described for people with aberrant eating behaviors (Asterholm & Scherer, 2012) but it can also occur in diabetes.

The circadian clock, a molecular mechanism, adapts multiple aspects of our physiology to the daily light cycle. It comprises a group of proteins operating in a translational transcriptional feedback loop (TTFL) that takes approximately 24 h to complete. By regulating the rhythmic transcription of genes at the cellular level, this system coordinates multiple aspects of our physiology to adapt to the daily light/dark cycles. As in all our tissues, circadian clocks operate in the retina (Baba et al., 2018; Storch et al., 2007; Tosini & Menaker, 1996) and prepare it for the metabolic and functional changes of the day-night cycle. There is clear evidence that diabetes affects retinal circadian clock rhythms and alters circadian gene expression in the retina in both type 1 and type 2 diabetic models (Busik et al., 2009; Di et al., 2019; Lahouaoui et al., 2014, 2016; Qi et al., 2020; Wang et al., 2014). Importantly, this disruption occurs before the appearance of morphological changes associated with a diagnosis of DR (Busik et al., 2009).

While these studies indicate clearly that diabetes disrupts how this molecular mechanism works, light can entrain the clock daily. At least one study indicates that light-induced circadian gene expression in the retina is also affected in diabetes (Lahouaoui et al., 2016) due to reduced c-fos and dopamine release upon light stimulation. Additional studies indicate that under physiological light/dark conditions, the daily rhythms of activity, blood pressure, and temperature (Grosbellet et al., 2016; Su et al., 2008), the rhythms of glucose and insulin sensitivity (Boden et al., 1996; Shapiro et al., 1991) circulating immune cells (Beam et al., 2021), metabolites (Beli et al., 2019; Isherwood et al., 2017) and the microbiota (Beli et al., 2019; Reitmeier et al., 2020) are impaired by diabetes.

This study was designed to map the gene expression changes in control and diabetic retinas under physiological light/dark conditions that correspond to what diabetic patients experience in their daily life. Retinas were collected from four-month-old Ins2^Akita^ mice at different time points in the day/light cycle and global mRNA sequencing performed. We confirmed that functional compartmentalization of transcriptional rush-times takes place, with a 12hr phase difference in day and night present in the retina. Interestingly, we showed that very early in diabetes and before the appearance of DR pathology, phase advances in pathways regulated by HIF1A were identified. In contrast the circadian clock remained in phase and entrained to the light/dark cycle. We suggest that this leads to an internal desynchrony between metabolic and circadian-led rhythms that could contribute to the pathogenesis of DR.

## 2. Methods and materials

### 2.1. Ethics statement

Animal studies were carried out at the institutional animal care facilities at the Indiana University School of Medicine per institutional and national guidelines for the care and use of laboratory animals (IACUC #10604 and #11167).

### 2.2. Mouse model

The C57BL/6-Ins2^Akita^/J (Ins2^Akita^) mouse model of T1D was selected in this study. Heterozygous male Ins2^Akita^ mice develop severe hyperglycemia by 4.5 weeks resulting from insulin misfolding and beta cell destruction. The phenotype is more severe in males than females (Barber et al., 2005; Yoshioka et al., 1997) and male mice were therefore used for this study. Mice were bred at Indiana University according to approved IACUC. Male Ins2^Akita^ heterozygous mice were bred with female C57Bl6 mice, and heterozygous male Ins2^Akita^ exhibited consistent hyperglycemia (>250 mg/dL), while wild type littermate males were used as controls. Mice were kept at constant temperature and humidity under a 12 h:12 h Light/Dark (12L/12D) schedule from birth, with *ad libitum* access to food and water, and when they reached four months of age were euthanized for sample collection. This age was chosen as a narrow window where mice have established diabetes but still do not develop overt DR, which occurs after six months of age (Barber et al., 2005). Sampling was performed at different times of the day/night cycle.

### 2.3. Sample collection

Mice were selected randomly at four months of age and euthanized at one of six time-points over a 24 h light/dark cycle (ZT: 1, 5, 9, 13, 17, 21 where ZT0 is indicative of lights on and ZT12 lights off), with 4–5 biological replicates for each time-point (S. Fig. 1). Terminal perfusion was conducted using cold phosphate-buffered saline (PBS) solution (without Ca^2+^ and Mg^2+^), eyes enucleated, and retinas were dissected under a microscope. For the night points (ZT12-ZT24), all processes were performed under dim red light. Following isolation, retinas were immediately frozen in liquid nitrogen and stored at −80 °C. Processing of samples took ~10 min for each sample and ~1 h for each ZT group, starting 30 min before the time-point and finishing 30 min after. Frozen samples were shipped to Queen’s University Belfast for preparation and sequencing.

### 2.4. Sample preparation and sequencing

For individual retinal samples, total RNA isolation was performed using the Qiagen RNeasy Mini Kit. RNA quality was evaluated prior to RNA sequencing with the Agilent 2100 Bioanalyzer. Complementary DNA (cDNA) libraries were constructed using the KAPA RNA HyperPrep Kit with RiboErase (HMR) amplification and quality control procedures conducted for individual cDNA libraries. Generated Libraries were quantified using Kapa Quantification, normalized, and pooled in equimolar amounts, and quality control was performed. RNA seq was conducted in the Queens’ University Belfast Genomics Core Technology Unit (https://www.qub.ac.uk/sites/core-technology-units/Genomics/) using 100-cycle Illumina NovaSeq 6000 S1 paired-end (2x50bp) sequencing, which produced an average read depth of approximately 27.5 million reads per sample.

### 2.5. Read processing, mapping, and quantification

Raw sequence reads for diabetic and healthy control retinas were initially inspected for quality using FastQC (Andrews, 2010). Raw sequence reads were mapped to the *Mus musculus* reference genome (GRCm38.p5) and annotated using Gencode (M15) with the STAR aligner program (v2.7.4a) (Dobin et al., 2013). HTSeq-count (v0.11.1) (Anders et al., 2015) was used to generate the raw counts for each sample, and the resultant read count matrix was normalized together using DESeq2 (v1.26.0) (Love et al., 2014). To increase statistical power for identifying truly cycling gene features with extremely low read counts (Hughes et al., 2017), following normalization and visual inspection of the data, genes with a normalized median read count > 4 across all samples were considered expressed and included for further analysis. 

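With the median taken over all samples, 19120 genes were expressed, of which 4172 were rhythmic in control and 4565 in diabetic retinas. The other values here take the median within each genotype instead, where 19086 genes were expressed in control and 19145 in diabetic retinas, with 4169 and 4567 rhythmic ones. The part of S. Table 2 that could be read held 1997 of its 19122 genes, so it was not used for any overlap.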

The average read count was 31,758,612 reads (S. Table 1), and annotated genes expressed in control and diabetic retinas are listed in (S. Table 2).

### 2.6. Identification of cycling genes

Genes displaying an approximately 24-hour rhythm were identified using the nonparametric rhythmicity detection algorithm empirical JTK_CYCLE with asymmetry search (empJTK) (Hutchison et al., 2015). Briefly, empJTK is an advancement on the well-accepted JTK_CYCLE rhythmicity detection method, which allows the identification of transcripts displaying asymmetric waveforms and is considered one of the most robust methods for identifying periodic patterns in gene expression data (Laloum & Robinson-Rechavi, 2020). Normalized diabetic and control read count matrices were formatted as a single cycle with 4–5 biological replicates for each timepoint, and both phase and asymmetry searches were set to 4-hour intervals ranging from ZT0 to ZT20. Significantly cycling genes were defined as those with an empJTK empirically calculated p-value (empP) < 0.05 and an empJTK predicted min/max fold-change of >1.25. empJTK outputs for all datasets analyzed are found in S. Table 3. The Metascape online tool (Zhou et al., 2019) was additionally used to compare multiple gene lists.

### 2.7. Acrophase prediction

Since empJTK is only effective at predicting acrophases no more densely than the resolution of the data, harmonic regression was subsequently used to accurately predict the acrophases of significantly cycling genes using the Harmonic Regression R package (v.1.0) with a fixed period of 24 hr and normalization set to false. Radian acrophases (*φ*) were then converted to hours (*φ*′) using the equation *φ*′ = (−*P*/*2π*)*φ*, where *P* is the pre-set period of rhythmicity (24hr) (Refinetti et al., 2007). Acrophases for all rhythmic genes are listed in S. Table 3.

### 2.8. Functional annotation and phase set enrichment analysis

To analyze the functions of cycling genes while considering the acrophase of the transcript, a DO and KEGG phase set enrichment analysis (PSEA) (Zhang et al., 2016) was carried out using gene sets from the Molecular Signatures Database (MSigDB) (Subramanian et al., 2005). Any GO or KEGG term with a BH-corrected p-value < 0.01 was significantly enriched. Data is shown in S. Table 4. Harmonic regression predicted acrophases were rounded to the nearest hour. Testing was conducted on a uniform background using the Kuiper test. If sets contained less than ten transcripts, they were excluded from the analysis.

### 2.9. Differential rhythmicity detection

Differential gene expression at each time points and over all time points was performed using DESeq2 (Love et al., 2014). Differentially expressed transcripts were defined as those with a Benjamini-Hochberg adjusted p-value < 0.05. Data are shown in S. Table 5. To test for rhythmicity changes in amplitude and phase of genes that had been identified as significantly cycling in either diabetic or control retinas, the DODR R package (v0.99.2) was used, (Thaben & Westermark, 2016). Normalized read counts were used with the robust DODR method with a fixed period of 24 hrs. The resultant DODR p-values were Benjamini-Hochberg (BH) adjusted for multiple testing, and an adjusted p-value < 0.05 was used to define differential rhythmicity. Differentially rhythmic transcripts were then further subdivided into those displaying a phase shift when the difference in acrophase between diabetic and control > 1 h and those displaying a substantially altered amplitude with absolute log_2_ amplitude fold-change > 0.32. Genes identified as differentially rhythmic are listed in S. Table 6.

### 2.10. Qiagen ingenuity pathway analysis (IPA)

The list of differential rhythmic genes was used for IPA Core Analysis and canonical pathway analysis. The graphical summary of the results was used to understand how the pathways are inter-related to one another. Lists of genes that showed significant phase shifts or amplitude changes were used for upstream regulator analysis to understand the possible upstream factors that drive either of those changes.

### 2.11. Data availability

The RNA-seq data reported in this article has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE233440.

## 3. Results

### 3.1. Daily expression of clock genes in the diabetic retina

A list of 15 known clock genes from the primary (*Arntl, Clock, Npas2, Per1, Per2, Per3, Cry1, Cry2*), secondary (*Nrd1d1, Nr1d2, Rora, Rorb, Rorc*), and accessory TTFL loops (*Nfil3, Dbp*) (Fig. 1A) were selected to investigate the effect of diabetes on their rhythmic expression. 

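The retinas came from male heterozygous Ins2Akita mice, in which a mutation of the insulin 2 gene on 1 chromosome makes misfolded insulin and leads to hyperglycemia, and from wild-type male littermates as controls, all 4 months old. Total RNA of each retina was depleted of ribosomal RNA and sequenced, so both coding and non-coding transcripts were read. The control group had 30 libraries, with 5 at ZT1, 6 at ZT5, 5 at ZT9, 5 at ZT13, 5 at ZT17 and 4 at ZT21, where ZT is the number of hours after lights on. The diabetic group had 28 libraries, with 5, 5, 5, 4, 4 and 5 at the same time points. The authors deposited the HTSeq-count table of raw read counts for 52459 genes listed by symbol, made from STAR alignments to GRCm38.p5 with the Gencode M15 annotation, without normalization or filtering, and 15226 of these genes had no read in any library. The reads counted on genes ranged from 7773117 to 19929725 per control library, with a median of 15260957, and from 8588878 to 22147398 per diabetic library, with a median of 15471730. The paper's S. Table 1 gives a mean of 31758612 reads in total, 27525273 uniquely mapped reads and 14755256 reads in annotated genes. The values here use the deposited counts, whose mean was 14964545 reads per library. Each of the 113 pairs of replicates of a group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of at least 1.94. No pair was therefore the same library counted again, but this cannot tell whether libraries came from the same mouse. Every library was counted as 1 replicate.

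Counts were divided by DESeq2 size factors, and these normalized counts were used for all rhythm results. A transcript was called rhythmic after the paper's criteria, with an empirical JTK_CYCLE p-value under 0.05, unadjusted, and a fold above 1.25 between its highest and lowest library. The test was written anew after the method's description, with 30 waveforms of 6 phases and 5 widths and a null of 1000000 shuffled series, because the original program was not used here. The acrophase is the peak of a cosine of 24 h fitted by least squares to the normalized counts of a genotype, and the relative amplitude is that cosine's amplitude in percent of the fitted mean. Differential rhythmicity was tested with a rank-based regression of genotype by cosine and sine on counts divided by the genotype's mean. Differential expression was tested with edgeR's quasi-likelihood test on the counts, with Benjamini-Hochberg adjustment. Gene locations are those of Gencode M21 on GRCm38, the build the authors mapped to. All numbers of rhythmic transcripts depend on the threshold for the p-value, which is set transcript by transcript, and on the fold, which is taken over single libraries.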

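In control retinas, the unadjusted p-value of the rhythm was 4e-06 for Rorb, 0.000869 for Dbp, 0.0060 for Nfil3, 0.0187 for Arntl, 0.0364 for Per2 and 0.0495 for Npas2, and 7 of the 15 clock genes were rhythmic in all. In diabetic retinas it was 2e-06 for Rorb, 0.000123 for Rora, 0.000933 for Dbp, 0.00134 for Per2, 0.00196 for Nfil3 and 0.0305 for Npas2, and 7 genes were rhythmic in all. Per1 had a p-value of 0.0542 in diabetic retinas and 0.291 in control retinas. With Benjamini-Hochberg adjustment over all expressed genes, 2 clock genes in control and 5 in diabetic retinas had an adjusted p-value under 0.05, and adjusted over the list alone 3 and 5 did. The calls of the clock genes with p-values near 0.05 depended on single libraries. Npas2 lost its call in control retinas in 22 of the fits that each left out 1 of the 30 control libraries, and Per2 in 10. In diabetic retinas Npas2 lost its call in 4 of the fits that left out 1 of the 28 libraries, while Per1 passed in 8. Reads of Per3 and Nr1d1, which had no rhythm call in either genotype, could be shared with the overlapping genes Camta1 and Thra, whose mean normalized counts were 4177 and 3115.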

Seven clock genes were identified as rhythmic in the retinas from the control group (*Arntl, Npas2, Per2, Rorb, Rorc, Dbp, Nfil3*) and eight in the retinas of the diabetic group (*Npas2, Per1, Per2, Rora, Rorb, Rorc, Dbp, Nfil3*) (Fig. 1B). Overall, these data showed limited effects of diabetes on clock gene expression in the retina. Yet, *Arntl1* was rhythmic only in controls, while *Per1,* and *Rora* only in diabetic retinas. 

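Arntl, on chromosome 7 from 113207465 to 113314126, had normalized counts of 1883.1 ± 121 (SD, n = 5) at ZT1 and 1668.8 ± 78.6 (SD, n = 5) at ZT13 in control retinas. In diabetic retinas they were 1980.3 ± 149 (SD, n = 5) at ZT1 and 1721.9 ± 109 (SD, n = 4) at ZT13. The relative amplitude was 5.33% in control and 5.19% in diabetic retinas, and the p-value of the rhythm in diabetic retinas was 0.1104. The difference in rhythm itself was not past the threshold, with an unadjusted p-value of 0.494 for differential rhythmicity. Without the library of diabetic replicate 1 at ZT1, Arntl had a p-value of 0.0490 in diabetic retinas, and with all libraries of ZT1 or of ZT13 left out it had p-values of 0.142 and 0.129 in control retinas. Rora, on chromosome 9 from 68653786 to 69388246, had a relative amplitude of 4.12% in control retinas, with a p-value of 0.133, and of 8.42% in diabetic retinas. Its p-value for differential rhythmicity was 0.330, and without control replicate 1 or 3 of ZT17 it was rhythmic in control retinas too, with a p-value of 0.0387 without replicate 1. It was also rhythmic in control retinas without the libraries of ZT17 (p-value of 0.0374) and with the GC and length correction, chosen for this gene after seeing the values (p-value of 0.000115), so a rhythm in diabetic retinas alone depends on the processing. Per1, on chromosome 11 from 69095217 to 69109960, had relative amplitudes of 9.64% and 9.70% in control and diabetic retinas. Since Per1 was called rhythmic in neither, it was not among the transcripts tested for differential rhythmicity with all libraries. Where it was tested with 1 library left out, its unadjusted p-value was from 0.695 to 0.863, and edgeR's interaction test gave an unadjusted p-value of 0.923.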

While *Per2* and *Rorb* had slightly increased amplitude, notably, the phase of most clock genes in the retina did not change, except for *Rorb* and *Npas.* Since the retinal clock is entrained by the light/dark cycle, differences in the phase under these conditions were not expected. To confirm this, we then analyzed several known clock-controlled genes for the retina (Storch et al., 2007; Vancura et al., 2021) (*Adcy1, Drd4, Nr2e3, Cys1, Plekbh1, Usp2*) (S. Fig. 2) that also showed amplitude changes but no phase changes, indicating that the retinal clock was entrained to the 12L:12D cycle at this stage of diabetes.

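Per2, on chromosome 1 from 91415982 to 91459324, had a relative amplitude of 11.45% in control and 16.4% in diabetic retinas, with an unadjusted p-value for differential rhythmicity of 0.453. At ZT13 its normalized counts were 758.3 ± 145 (SD, n = 5) in control and 879.8 ± 105.5 (SD, n = 4) in diabetic retinas, a difference smaller than the spread of the control libraries. The relative amplitude of Rorb, on chromosome 19 from 18930605 to 19111196, was 21.6% in control and 29.4% in diabetic retinas, and its acrophase was ZT18.4 and ZT17.4. Rorb was the only one of the 8 tested clock genes with an unadjusted p-value under 0.05 for differential rhythmicity (0.0182), and after adjustment over all 6471 tested transcripts the value was 0.517. The normalized counts of Rorb at ZT5 were 9992.4 ± 815 (SD, n = 6) in control and 7788.3 ± 898 (SD, n = 5) in diabetic retinas. Npas2 had its acrophase 4.23 h later in diabetic retinas, at ZT23.1 against ZT18.8, with a p-value of 0.0565. The acrophases of Per2 and Nfil3 were 0.811 h and 0.869 h later, and that of Dbp, which overlaps Sphk2 on the other strand, changed by -0.732 h.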

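All 6 clock-controlled genes were rhythmic in both genotypes, and 5 of them in each genotype also after adjustment over all expressed genes, against 6 adjusted over the list alone. Drd4, on chromosome 7 from 141292006 to 141296464, had the largest relative amplitude of the 6, 47.1% in control and 44.7% in diabetic retinas, and its normalized counts at ZT17 were 5023.5 ± 864 (SD, n = 5) and 4294.5 ± 516 (SD, n = 4). The relative amplitude of Adcy1 was 8.26% in control and 14.5% in diabetic retinas, and its p-value for differential rhythmicity, 0.0836, was the smallest of the 6. Between diabetic and control retinas the acrophase changed by -1.99 h for Cys1, -1.29 h for Drd4, -0.958 h for Plekhb1, -0.930 h for Nr2e3, -0.491 h for Usp2 and -0.414 h for Adcy1. None of these changes was past an unadjusted p-value of 0.05 for differential rhythmicity in the 6 rank-based tests with all libraries. With 1 library left out, that p-value was from 0.0377 to 0.136 for Adcy1. In edgeR's interaction test Drd4 had an unadjusted p-value of 0.0460, and the smallest of the others was 0.0687, for Adcy1.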

Due to the nature of transcriptional/translational feedback loops, clock gene expressions are either directly or indirectly connected and a level of correlation would be expected between genes. For example, when *Arntl* expression is increased, the expression of its repressors, *Per, Cry, Reverba,* should be low. Spearman correlations were calculated between each of the 15 molecular clock genes for all of the timepoints to reveal whether there is disruption in the global expression patterns of all clock genes. 

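The mean absolute Spearman correlation over all pairs of the 15 clock genes was computed within each time point, from 4 to 6 libraries per genotype. At ZT1 it was 0.469 in control and 0.424 in diabetic retinas, and the difference of -0.0448 had an exact two-sided permutation p-value of 0.357 over all 252 splits of the 10 libraries. At ZT13 the values were 0.470 (n = 5) and 0.474 (n = 4), with an exact permutation p-value of 0.992. At the other time points the values in control and diabetic retinas were 0.472 and 0.532 at ZT5, 0.623 and 0.556 at ZT9, 0.575 and 0.537 at ZT17, and 0.570 and 0.493 at ZT21. Their exact permutation p-values lay between 0.389 and 0.754, and after adjustment over the 6 time points none was below 0.905. Independent genes would give a mean absolute correlation of 0.419 with 5 libraries and of 0.501 with 4, so correlations of this size are not resolved at this depth of replication. The mean absolute correlation rises as libraries become fewer, so differences between groups of unequal size, and fits that leave out 1 library, are not comparable in sign with the others. The exact test keeps the group sizes. With the groups made equal by leaving out each library of the larger one in turn, the difference was from 0.00952 to 0.0219 at ZT5, from -0.0914 to -0.0114 at ZT13, from -0.145 to 0.0152 at ZT17 and from -0.0552 to 0.0552 at ZT21. The positive value at ZT17 was without control replicate 2, and those at ZT21 were without diabetic replicate 1 or 5. At ZT9, where leaving out a control library should lower the difference, it was 0.0419 without control replicate 4. Over all time points, correlations of the deviations from the means of the time points were 0.414 in control and 0.398 in diabetic retinas, with a permutation p-value of 0.798 from 10000 draws.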

While in control retinas, clock gene correlations could be separated into two main groupings, correlations were weakened in the diabetic retinas, most prominently at ZT1 and ZT13 (Fig. 1c). On closer inspection, correlation disruption can also be identified at other time-points, as the *Npas2* correlations at ZT9 being strengthened for some genes and weakened for others. 

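At ZT9, the mean absolute correlation of Npas2 with the other clock genes was 0.421 in control and 0.450 in diabetic retinas (n = 5 libraries each). It was stronger in diabetic retinas for 7 genes and weaker for 6. Npas2, on chromosome 1 from 39193731 to 39363236, had 52.9 ± 6.53 (SD, n = 5) normalized counts at ZT9 in control and 49.6 ± 8.48 (SD, n = 5) in diabetic retinas, among the lowest counts of the clock genes. With so few libraries, no single correlation was tested.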

Overall, these data indicate a certain level of disruption in the clock machinery in the diabetic retina that might be related to its daily entrainment by the light as these are more evident at dawn and dusk.

### 3.2. Global daily rhythmic transcriptome in the diabetic retina

Next, we compared the global rhythmic output in control and diabetic mice. 4,700 transcripts in control mice and 5,177 transcripts in diabetic mice were identified as rhythmic using empJTK (S. Table 3). 

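With the re-written test, 4169 transcripts were rhythmic in control and 4567 in diabetic retinas. When the time points were shuffled among the libraries of a genotype, 1 of 100 arrangements gave as many in either genotype, the real one included, and the medians were 675 and 814. The choice that moved both numbers most was the adjustment of the p-value over all expressed genes, with 1650 and 1874 transcripts. Without the libraries of ZT17 the number in control retinas was 2691. With each library left out in turn it was between 3640 and 5076 in control and between 3977 and 4948 in diabetic retinas. For the 957 transcripts of each genotype that could be read of S. Table 3, out of its 4700 and 5177, all acrophases were within 0.01 h of those computed here and all folds within 1%.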

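Rhythmic transcripts were 21.8% of the expressed genes in control and 23.9% in diabetic retinas. A median above 10 normalized counts in place of 4 gave 23.2% and 25.8%, and no filter on low counts gave 14.9% and 15.9%. When genotypes were shuffled among the libraries within each time point, a difference in number as far from 0 as the observed 398 transcripts came up in 74 of 100 arrangements.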

When compared to the total number of transcripts identified as expressed (>4 read counts) in the control (Boden et al., 1996) and diabetic retinas (Boden et al., 1996), 25 % of expressed transcripts in control and 27 % in diabetic retinas displayed rhythmic expression.

In contrast to the subtle effects identified for the clock genes, the level of disruption by diabetes on the global rhythmic transcriptome was significantly greater. 

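Of all transcripts rhythmic in either genotype, 2265 (35.0%) were rhythmic in both, 1904 (29.4%) in control retinas alone and 2302 (35.6%) in diabetic retinas alone. When genotypes were shuffled among the libraries of each time point, 70 of 100 arrangements gave a shared share as low as the observed one, the real one included, with a median of 33.6%. A transcript rhythmic in one genotype alone is one that passed the threshold there and missed it in the other, which is not a test of the difference. The shared share was 39.6% with edgeR's cosine model in place of the rank test and 25.5% without the libraries of ZT17, and stayed between 32.98% and 36.1% with each library left out in turn.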

Of all rhythmic genes, only 36.7 % (Veenstra et al., 2015) transcripts were shared between control and diabetic retinas, while 28.4 % (Veenstra et al., 2015) gained *de novo* rhythmicity and 35 % (Veenstra et al., 2015) lost diurnal rhythmicity (Fig. 2A). A distinct “gain” or “loss” of rhythmicity can be viewed in the heatmap (Fig. 2B). Pathway enrichment analysis of the genes found rhythmic only in control or only in diabetes or shared, revealed three major networks being impacted, one related to development and differentiation, another to cell cycle, damage, and metabolism, and a third on PI3K-AKT signaling (Fig. 2B). The pathway heatmap (Fig. 2C) revealed that most of the pathways were shared, but a lot of these were found to lose rhythmicity in diabetes, such as organ development, PI3-AKT signaling pathway, regulation of cell cycle, response to radiation, cell population proliferation and differentiation, with pathways in cancer and head development only found to be rhythmic in diabetes (Fig. 2D). E2f1, Sox10 and SP1 were found to likely regulate the expression of genes found only in diabetes (Fig. 2E).

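The acrophases of the 4169 rhythmic transcripts of control retinas lay along an axis through ZT6.90 and ZT18.9, and those of the 4567 of diabetic retinas along an axis through ZT6.10 and ZT18.1. The concentration on that axis, which is 0 for acrophases spread evenly and 1 when all fall on its ends, was 0.635 in control and 0.505 in diabetic retinas. Time points shuffled among the libraries of a genotype gave a concentration as high in 8 of 100 arrangements for control and in 18 of 100 for diabetic retinas. Such arrangements had far fewer rhythmic transcripts.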

Plotting the time of the acrophases, determined by harmonic regression, revealed two clear peaks in transcription in both control and diabetic retinas, one during the day and one during the night, separated by an approximately 12-hour difference (Fig. 3A-B). In control retinas, most transcripts peaked between ZT6 and ZT8, and ZT18 and ZT20 (Fig. 3A). However, in the diabetic retinas although the 12-hour expression axis was retained, the transcripts were slightly phase advanced to between ZT5 and ZT7 and ZT17 and ZT19 (Fig. 3B). In addition, the two peaks in the diabetic group were more widely distributed, with neither as prominent as those in control retinas. These patterns were true for both coding and non-coding transcripts.

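In control retinas, 497 transcripts had their acrophase between ZT6 and ZT7 and 570 between ZT18 and ZT19, the fullest hours of the day and of the night. The windows from ZT6 to ZT8 and from ZT18 to ZT20 held 49.1% of the rhythmic transcripts.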

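The fullest hours in diabetic retinas were ZT5 to ZT6, with 446 transcripts, and ZT17 to ZT18, with 456, and 38.6% of the rhythmic transcripts lay between ZT5 and ZT7 or between ZT17 and ZT19. For the 2265 transcripts rhythmic in both genotypes, the acrophase in diabetic minus that in control retinas had a median of -0.63 h, with quartiles at -1.36 h and 0.177 h, and 1601 of them (70.7%) were earlier in diabetic retinas. Shuffled genotypes gave a median as far from 0 in 20 of 100 arrangements. The share that was earlier was as far from 50% in 3 of 100 arrangements, a measure added after the data were seen. Without the libraries of ZT1 the median was -0.20 h and 55.7% were earlier. With each other time point left out it lay between -0.69 h and -0.56 h, and with each library left out between -0.82 h and -0.43 h.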

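A drop in concentration as large as that from 0.635 to 0.505 came up in 19 of 100 arrangements with shuffled genotypes. With each library left out in turn, the concentration was between 0.594 and 0.678 in control and between 0.441 and 0.552 in diabetic retinas, and these ranges did not overlap. The drop nearly vanished without the libraries of ZT5, with concentrations of 0.597 in control and 0.593 in diabetic retinas. They were 0.440 and 0.326 without ZT17 and 0.576 and 0.330 without ZT21.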

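For coding transcripts, the concentration was 0.649 in control (3500 transcripts) and 0.533 in diabetic retinas (4007 transcripts), and for non-coding transcripts 0.573 (575 transcripts) and 0.312 (480 transcripts). The median change of the acrophase was -0.64 h over the 2024 coding and -0.52 h over the 203 non-coding transcripts rhythmic in both genotypes. The share of acrophases in the night was 53.3% of coding and 26.8% of non-coding transcripts in control retinas, and 53.96% and 36.2% in diabetic retinas.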

We then conducted a functional analysis whilst considering the acrophases of rhythmic transcripts (Zhang et al., 2016). This identified that the peak of expression during the day and during the night have separate roles in the retina (Fig. 3 C-D). Genes peaking at the mid-day were enriched in pathways related to cell cycle, DNA replication and RNA degradation, while those that peaking at mid-night were enriched for metabolism, inflammation and growth factor signaling pathways, indicating a clear functional compartmentalization of the retinal transcriptome between day and night. 

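The KEGG collections were not used here, and gene lists fixed in advance stood in for them. For 13 such lists, the acrophases of the rhythmic members, rounded to the hour, were tested for even spread with the Kuiper test where a list had at least 10 of them. DNA replication genes had a mean acrophase at ZT6.91 in control retinas (15 rhythmic of 34 expressed) and ZT6.26 in diabetic retinas (18 rhythmic), with Benjamini-Hochberg adjusted p-values of 4.42e-07 and 2.12e-07. RNA degradation genes had theirs at ZT6.81 in control retinas, from 8 rhythmic genes and so untested, and at ZT6.32 in diabetic retinas, from 12 rhythmic genes with an adjusted p-value of 2.45e-05. Glycolysis genes lay in the night, at ZT18.9 in control (15 rhythmic of 17) and ZT17.7 in diabetic retinas (13 rhythmic), with adjusted p-values of 6.83e-10 and 2.17e-08. The transcripts of a genotype as a whole lie on the day and night axis, so an even background is exceeded by many lists. Against random lists drawn from the rhythmic transcripts of the genotype, the adjusted p-values of DNA replication were 0.0016 and 0.00066, and those of glycolysis 0.00025 and 0.00066. Genes are not independent replicates in these tests.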

Interestingly, there were fewer enriched KEGG pathways during the day when compared to the night. Most importantly, we identified unique KEGG pathways which were enriched in either the control or the diabetic retina. During the day, control retinas (Fig. 3C) showed enrichment of the ubiquitin-mediated proteolysis pathway genes which was lost in diabetes. In contrast, diabetic retinas had enriched pathways related to mismatched repair and tRNA biosynthesis pathways not found to be rhythmic in control retinas (Fig. 3D). 

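A list of ubiquitin-mediated proteolysis genes had 18 rhythmic members in each genotype, of 90 expressed in control and 91 in diabetic retinas. In control retinas 9 of them had their acrophase in the day and 9 in the night, with an adjusted Kuiper p-value of 0.0767, and in diabetic retinas 11 in the day and 7 in the night, with a p-value of 0.0142. Against random lists from the rhythmic transcripts the adjusted p-values were 0.797 and 0.294. With the acrophases of all expressed members in place of the rhythmic ones, the adjusted Kuiper p-values were 0.000207 in control and 0.00031 in diabetic retinas. These genes are not independent replicates, and a 24 h cosine fitted to their mean profile had p-values of 0.842 and 0.0999.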

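Of the 21 expressed mismatch repair genes, 6 were rhythmic in control retinas, too few for the test. In diabetic retinas 11 were rhythmic, with a mean acrophase at ZT5.45 and an adjusted Kuiper p-value of 0.000327. With the acrophases of all 21 genes, the adjusted Kuiper p-values were 0.00297 in control and 0.000327 in diabetic retinas, a preferred phase in both. Their mean profile had its peak at ZT6.49 in control and ZT5.47 in diabetic retinas, and the permutation p-value for a difference in its rhythm was 0.152 (genotypes shuffled within time points). Of the 40 expressed genes for aminoacyl-tRNA synthetases, 11 were rhythmic in control retinas, with a mean acrophase at ZT6.10 and an adjusted p-value of 0.000271. In diabetic retinas 13 were rhythmic, with a mean acrophase at ZT6.45 and a p-value of 0.00477. Against random lists from the rhythmic transcripts the diabetic value was 0.0561.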

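Of 81 expressed genes for cytosolic ribosomal proteins, 5 were rhythmic in each genotype, too few for the test. Over all expressed members the mean acrophase was ZT18.9 in control and ZT15.4 in diabetic retinas. The adjusted Kuiper p-values over these members were 1.56e-29 and 3.73e-24, with genes that are not independent replicates. A 24 h cosine fitted to their mean profile had p-values of 0.0873 in control and 0.160 in diabetic retinas. Ribosomal protein genes have many processed pseudogenes, with which their reads can be shared. Lysosome genes had 12 rhythmic members of 58 in control retinas, with a mean acrophase at ZT19.5 and an adjusted Kuiper p-value of 0.00426, and 18 in diabetic retinas, with a mean at ZT16.5 and a p-value of 0.0418. Neither lysosome value was past 0.05 against random lists from the rhythmic transcripts, at 0.226 and 0.0653.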

During the night, more pathways were altered by diabetes, especially those related to inflammation, hormonal and cytokine signaling, while a few were absent, such as ribosome, fructose and mannose metabolism, lysosome and pathways related to cardiomyopathy (Fig 3D) and S. Table 4. The genes in some pathways exhibited an even earlier peak phase in diabetes than the total cycling transcripts. Like the earlier peak phase of the total cycling transcripts, KEGG pathways also exhibited an earlier peak in diabetic retina compared to control, but some more than others. Oxidative phosphorylation, for example, was advanced by almost 4 h in diabetes compared to control.

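Of 82 expressed genes of oxidative phosphorylation, 20 were rhythmic in control retinas, with a mean acrophase at ZT19.1, and 13 in diabetic retinas, with a mean at ZT16.7, a difference of -2.42 h. The adjusted Kuiper p-values were 1.92e-09 and 4.26e-07, and 8 genes were rhythmic in both genotypes. Over all expressed members the mean acrophase was ZT18.9 and ZT15.5. The peak of their mean profile differed by -3.12 h, and a difference in the rhythm of that profile, in phase and amplitude together, had a permutation p-value of 0.377 with shuffled genotypes. The jackknife SD of the difference between the mean acrophases was 1.18 h. Without the libraries of ZT1 the difference between the mean acrophases was -1.54 h, and with each library left out it was between -2.79 h and -1.96 h.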

### 3.3. Amplitude and phase changes in the rhythmic transcriptome in the diabetic retina

We first aimed to identify whether diabetes resulted in differential expression at individual timepoints (ZT1, −5, −9, −13, −17, −21) or among all samples in control and diabetic groups independent of the time, but we only identified few genes been significant different with these approaches (Sup. Table 5). 

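Over all time points, 591 of 17317 tested genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 326 of them higher and 265 lower in diabetic retinas. When genotypes were shuffled within the time points, no other of 100 arrangements gave more than 1 gene. DESeq2, the tool named in the paper's methods, gave 699 genes, and the time point as a covariate in edgeR gave 945. With each library left out in turn the number was between 456 and 621. The gene with the smallest p-value was Rnf123, on chromosome 9 from 108051534 to 108083346, which encodes a ubiquitin ligase. Its normalized counts were 4277.8 ± 398 (SD, n = 30) in control and 3414.5 ± 205 (SD, n = 28) in diabetic retinas, a log2 fold change of -0.32 (standard error 0.0288, adjusted p = 1.87e-12). Fstl3, on chromosome 10 from 79777272 to 79782630, encodes a secreted follistatin-like protein and rose from 70.0 ± 12.3 (SD, n = 30) to 120 ± 28.4 (SD, n = 28) normalized counts, a log2 fold change of 0.78 (standard error 0.0753, adjusted p = 3.32e-11). The next genes were Fndc1 with a log2 fold change of -0.46, Etohd2 with -0.47 and Slc38a2 with 0.39, with adjusted p-values of 5.23e-08, 1.87e-07 and 1.87e-07. In each of the 5 genes the means differed in the same direction at all 6 time points. All 28 diabetic libraries lay on the far side of the control median for Rnf123, Fstl3, Fndc1 and Etohd2, and 27 did for Slc38a2. Reads of Etohd2, whose mean was 54.5 normalized counts, could be shared with Isca1 on the other strand, whose mean was 806.8.

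**Figure D1:**
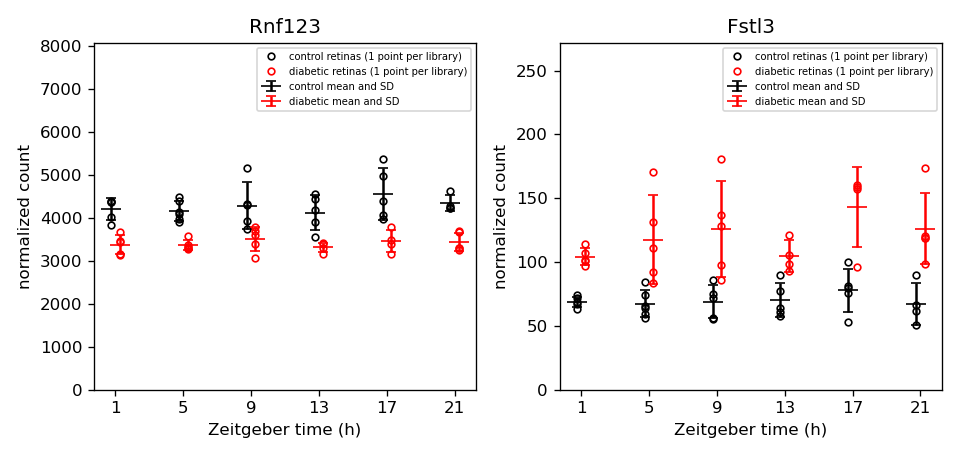
Normalized counts of Rnf123 and Fstl3 in each library against the time point in ZT hours, for control and diabetic retinas, with bars for the mean and SD of each group. Diabetic libraries lay between 3066.1 and 3799.4 for Rnf123 and between 83.6 and 181 for Fstl3, and control libraries between 3560.1 and 5386.6 and between 50.5 and 99.7.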

The very low numbers of differentially expressed transcripts perhaps indicates there were no differences in the relative expression of each transcript, although they may display changes in rhythmicity patterns.

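At the individual time points, the numbers of genes with an adjusted p-value under 0.05 were 2 at ZT1, 4 at ZT5, 1 at ZT9, 0 at ZT13, 33 at ZT17 and 0 at ZT21, of 18814 tested in one edgeR fit of 12 groups. An unadjusted p-value under 0.05 was reached by 1033, 1148, 836, 843, 1682 and 878 genes in the same order. No gene had an adjusted p-value under 0.05 for an interaction of genotype and time point, and 506 had an unadjusted one. At ZT1 the genes were Ube2t, with a log2 fold change of 1.29 (standard error 0.227, adjusted p = 0.0108), and Fam160a1, with -0.26 (standard error 0.0501, adjusted p = 0.0263). At ZT5 the smallest values were those of Fndc1, with a log2 fold change of -0.64 (adjusted p = 0.000197), Fam160a1, with -0.27 (adjusted p = 0.00688), and Gm15348, with -0.68 (adjusted p = 0.0349). At ZT9 it was 1700016P03Rik, with -1.58 (adjusted p = 0.0408), a gene that overlaps Ovca2 on the other strand. At ZT17 E2f3 had a log2 fold change of 0.48 (standard error 0.0718, adjusted p = 0.000212), from 428.6 ± 38.6 (SD, n = 5) to 599.6 ± 40.96 (SD, n = 4) normalized counts. Creld2 and Pdia6, which encode proteins of the endoplasmic reticulum, had -0.56 and -0.46 at ZT17 (adjusted p = 0.0042 for both). Single libraries decided the smaller numbers. With 1 library left out, the number at ZT17 was between 3, without diabetic replicate 5, and 93, without diabetic replicate 1. It was between 0 and 4 at ZT1, between 2 and 5 at ZT5 and between 0 and 2 at ZT9. 1700016P03Rik lost its call in each of its 10 fits, Gm15348 in 9, Fam160a1 in 6 at ZT1 and 4 at ZT17, Ube2t without control replicate 1 or 2 and Creld2 without diabetic replicate 5.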

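None of the 6471 transcripts rhythmic in either genotype had an adjusted p-value under 0.05 in the rank-based test of differential rhythmicity, and the smallest adjusted value was 0.239. At an unadjusted p-value under 0.05 there were 547 transcripts, 8.45% of those tested, the smallest p-value being 5.09e-05. Shuffled genotypes gave as many in 56 of 100 arrangements. A test of transcripts selected for a rhythm in either genotype gives more small p-values than a test of all. Over all 19328 genes expressed in either genotype, 726 (3.76%) had an unadjusted p-value under 0.05 and 0 an adjusted one. On simulated counts of the same libraries, with 196 selected transcripts shifted by 4 h at a relative amplitude of 40%, the test recovered 77.04% of them at an adjusted p-value under 0.05 and also called 34 unchanged transcripts, 31 of which had no rhythm but were called rhythmic in one genotype. Smaller shifts and amplitudes, which many of the genes named here had, were not simulated, so this recovery does not hold for them. No filter on low counts gave 72 transcripts at an adjusted p-value under 0.05, a least-squares test 1 and edgeR's interaction test 0.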

To further examine the differential rhythmic expression of genes between control and diabetic retinas, we used the differential rhythmicity analysis, DODR (Thaben & Westermark, 2016), and identified a total of 478 genes as differentially rhythmic (S. Table 6). We split these into 2 main groups: transcripts that displayed an altered amplitude (Fig. 4A), and transcripts that displayed a phase shift > 1-hour (Fig. 4B). A higher number of genes identified as phase-shifted (405transcripts) compared to genes with altered amplitude (154transcripts). This was also confirmed using cosinor analysis, where indeed, most of the genes showed a phase-shift in their expression rather than an amplitude change (data not shown). 

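Among the 547 transcripts with an unadjusted p-value under 0.05, 500 had acrophases more than 1 h apart and 472 had amplitudes that differed by more than 0.32 on the log2 scale, so that most belonged to both groups. The 3 transcripts with the smallest p-values among those rhythmic in both genotypes were Tarsl2, Rbm19 and Rab43. The acrophase of Tarsl2 changed by -5.90 h, that of Rbm19 by -2.29 h and that of Rab43 by -9.70 h, with p-values of 0.000267, 0.000412 and 0.000421 and an adjusted p-value of 0.313 each. Tarsl2 shares its strand with the overlapping gene Tm2d3, and Rab43 with Gm44423, so reads could be shared. Amplitude was higher in diabetic retinas for 277 and lower for 195 of the 472.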

Most shifted genes were phase-advanced in the diabetic retinas.

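Of the 500 transcripts with acrophases more than 1 h apart, 320 were earlier and 180 later in diabetic retinas. As many earlier ones came up in 40 of 100 arrangements with shuffled genotypes. Among all 2265 transcripts rhythmic in both genotypes, 809 were earlier by more than 1 h and 233 later.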

Enrichment analysis of the differentially rhythmic genes (Fig. 4C) revealed that central carbon metabolism, ncRNA-regulated metabolic processes, cellular response to alkaloids and oxidative induced cell death were the most enriched pathways, while circadian control was not identified to be differentially rhythmic in the analyzed retinas. Sphingolipid metabolism and histone H4 acetylation were also among the pathways that were enriched in genes with advanced phase in diabetes. Genes that showed delayed phase were enriched in cell division and differentiation pathways. In contrast, pathways that exhibited increased amplitude with diabetes (Fig 4D) were enriched in the regulation of PI3K signaling, and those that had reduced amplitude, in endoplasmic reticulum stress and the unfolded protein response (UPR).

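For the unfolded protein response, a list of 23 expressed genes fixed in advance had 15 rhythmic members in control retinas, with a mean acrophase at ZT20.3, and 7 in diabetic retinas, with a mean at ZT21.1. The amplitude of their mean profile, in units of each gene's standard deviation, was 0.629 in control and 0.269 in diabetic retinas. The permutation p-value for a difference in the rhythm of the profile was 0.0284 (genotypes shuffled within time points), and 0.185 after adjustment over the 13 lists. The relative amplitude of Pdia6, on chromosome 12 from 17266545 to 17284770, was 17.6% in control and 5.19% in diabetic retinas, with an unadjusted p-value for differential rhythmicity of 0.000111. That of Hsp90b1 was 19.2% and 9.34%, with a p-value of 0.0178. Neither passed the threshold after adjustment over all tested transcripts, with 0.239 and 0.516.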

Canonical pathway analysis of all the genes that were identified to be differentially rhythmic in control and diabetes included phototransduction, glucose metabolism, HIF1a signaling, ER stress, DNA damage and cell cycle checkpoints to be affected (Fig. 5A). Upstream regulator analysis suggested COMMD1, HIF1A, EGLN, PIK3R1 and MTORC1 as major upstream regulators for the phase shifts, while HSP90B1, YWHAZ, CNGA3, COL2A1 and TFRC (Fig. 5B) were identified as the major upstream regulators for the amplitude changes observed in the diabetic retina.

We then explored some of the pathways that were identified to be driving the phase shifts. Among the genes that were differentially regulated in the central carbon metabolism and Hif1a signaling, *Hk2, Pfkl, Pfkp, Egln1, Ldha, Pdk1, Glut1* were advanced by several hours as shown in Fig. 5C. However, genes related to photoreceptors were significantly phase shifted, with *Pdhe6* and *Rgs9bp* exhibiting around 10-hour phase-shifts. This altered rhythmicity involved some genes related to angiogenesis, including *hgf* (Boulton, 1999) *Tie1* (La Porta et al., 2018), *Myof* (Yoshida et al., 2010) *angpt4, angptl6* (Whitehead et al.,2019); and *Col8a2* (Hwang et al., 2020), involved in pathways that may be associated with DR. 

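The acrophases of the 7 genes in diabetic minus control retinas were -1.44 h for Hk2, -2.02 h for Pfkl, -1.30 h for Pfkp, -2.55 h for Egln1, -2.28 h for Ldha, -3.64 h for Pdk1 and -2.11 h for Slc2a1, the gene of Glut1. Each of the 7 had an unadjusted p-value under 0.05 for differential rhythmicity, the smallest being 0.00219 for Ldha, and none an adjusted one under 0.405 over all tested transcripts. Adjusted over the list alone, 7 of the 9 metabolic genes of Fig. 5C had a value under 0.05, but the study chose that list on these libraries, so this is not independent evidence. Of the others, Hif1an had an unadjusted p-value of 0.0624 and Foxo4 of 0.195. Ldha, on chromosome 7 from 46841475 to 46855627, had 11114.0 ± 1089 (SD, n = 5) normalized counts at ZT1 in control and 9633.9 ± 1009 (SD, n = 5) in diabetic retinas, while at ZT13 it had 10834.0 ± 933 (SD, n = 5) and 11110.0 ± 1044 (SD, n = 4). Pdk1, on chromosome 2 from 71873224 to 71903858, had 828.1 ± 87.2 (SD, n = 5) at ZT1 in control and 699.3 ± 58.0 (SD, n = 5) in diabetic retinas. It lost its rhythm call in diabetic retinas without replicate 1 of ZT17, with a p-value of 0.0513.

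Because these genes were picked for their shift, a list of 24 expressed HIF1 target genes fixed in advance was also followed, of which 7 are among the genes of Fig. 5C. The mean of the z-scores of their log2 counts had its peak at ZT18.8 in control and ZT16.6 in diabetic retinas, a difference of -2.22 h. Shuffled genotypes gave a difference in rhythm as large with a permutation p-value of 0.0022, and of 0.0286 after adjustment over 13 lists, a test of phase and amplitude together that was added after the data were seen. Of the 15 members rhythmic in both genotypes, 13 were earlier in diabetic retinas, with a median of -2.02 h. With the 7 genes left out, the other 17 differed by -2.28 h, with a permutation p-value of 0.0208 in the same test of phase and amplitude together. The amplitude of the profile of all 24 genes was 0.790 in control and 0.539 in diabetic retinas.

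**Figure D2:**
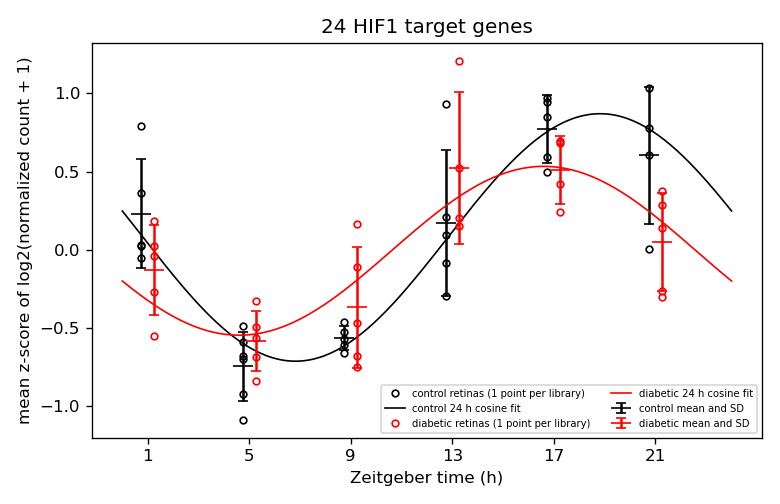
Mean z-score of the log2 normalized counts, with 1 added, of 24 HIF1 target genes in each library against the time point in ZT hours, for control and diabetic retinas, with the mean and SD of each group and the fitted 24 h cosine of each genotype. The fitted peaks lie at ZT18.8 in control and ZT16.6 in diabetic retinas.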

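Pde6h, on chromosome 6 from 136923832 to 136968865, encodes a subunit of the cone phosphodiesterase. It was rhythmic in control retinas, with a p-value of 0.000241, an acrophase at ZT2.65 and a relative amplitude of 6.18%, and not in diabetic retinas, with 0.0603, ZT15.7 and 2.55%. Its acrophases differed by -11.0 h. Its unadjusted p-value for differential rhythmicity was 0.000165 and the adjusted one 0.267. Normalized counts of Pde6h at ZT5 were 1381.1 ± 34.3 (SD, n = 6) in control and 1160.0 ± 27.6 (SD, n = 5) in diabetic retinas. Rgs9bp, on chromosome 7 from 35578993 to 35585582, encodes an anchor of the phototransduction regulator RGS9, and its acrophases differed by -7.44 h, from ZT19.0 to ZT11.6, with relative amplitudes of 3.95% and 5.73%. It was rhythmic in diabetic retinas only, with a p-value of 0.0270 against 0.0546, and its p-value for differential rhythmicity was 0.00356. These calls depended on single libraries. In control retinas Rgs9bp passed in 10 of the fits that left out 1 control library, with a p-value of 0.0219 without replicate 1 of ZT17, and in diabetic retinas it lost its call without replicate 1, 3 or 5 of ZT13, with a p-value of up to 0.0720. Pde6h passed in diabetic retinas without replicate 1, 3 or 4 of ZT9 or replicate 3 or 4 of ZT17, with a p-value down to 0.00781, and was called in control retinas in 57 of 58 fits. Where the rhythm is not past the threshold in a genotype, the fitted acrophase is poorly fixed. All 6 visual genes of Fig. 5C had an unadjusted p-value for differential rhythmicity under 0.05, and all 6 adjusted over the list alone, but the study chose that list on these libraries, so this is not independent evidence. None passed after adjustment over all tested transcripts. The acrophase changed by 11.4 h for Bbs1 (unadjusted p-value of 0.000327), -3.35 h for Prcd (0.0063) and -1.96 h for Nxnl2 (0.0318). Bbs1 was not rhythmic in control retinas, with a p-value of the rhythm of 0.348, nor Prcd in diabetic retinas, with 0.356. The changes of Bbs1 and Prcd therefore rest on a poorly fixed acrophase. Prcd overlaps Cygb on the other strand, so reads could be shared.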

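Of the 6 genes, 5 had an unadjusted p-value for differential rhythmicity under 0.05 and none an adjusted one over all tested transcripts. Adjusted over the list alone, 5 of the 6 had a value under 0.05, but the study chose the list on these libraries. Hgf, on chromosome 5 from 16553495 to 16620152, had a relative amplitude of 19.1% in control and 2.63% in diabetic retinas, with a p-value of 0.0171. Tie1 was rhythmic in diabetic retinas only, with 53.6 ± 7.84 (SD, n = 30) normalized counts over all control and 46.8 ± 8.32 (SD, n = 28) over all diabetic libraries, and it lost that call without diabetic replicate 4 or 5 of ZT17, with a p-value of up to 0.0578. Myof was rhythmic in both genotypes, with its acrophase at ZT7.93 in control and ZT14.0 in diabetic retinas, 6.06 h later, with a p-value of 0.0022. Angpt4, with a mean of only 8.43 ± 4.26 (SD, n = 30) normalized counts in control retinas, had relative amplitudes of 40.97% and 16.8%, with a p-value of 0.0150. Angptl6 was rhythmic in diabetic retinas only, with a p-value for differential rhythmicity of 0.000871, passed in control retinas in 5 of the fits that left out 1 control library, and overlaps A230050P20Rik on the other strand, whose mean of 466.5 normalized counts is larger than its own of 62.6. Col8a2, on chromosome 4 from 126286793 to 126314330, was rhythmic in both genotypes, with relative amplitudes of 36.5% and 63.9%, acrophases at ZT16.9 and ZT16.2 and a p-value for differential rhythmicity of 0.0730. Its counts followed those of pigment epithelium marker genes across the libraries within time points (permutation p = 1e-05 in control retinas, the smallest these permutations can give). From the shifts of the metabolic genes and of genes of the visual pathways, the paper proposes that a metabolic dysfunction around the daily cycle drives the phase shifts of the diabetic retina.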

Overall, these data indicate that a possible metabolic dysfunction involving metabolism and visual pathways around the daily cycle drives the phase shifts observed in the diabetic retina.

## 4. Discussion

Emerging evidence for circadian disruption in the diabetic retina (Busik et al., 2009; Di et al., 2019; Lahouaoui, Coutanson, Cooper, Bennis, & Dkhissi-Benyahya, 2016; Wang et al., 2014) prompted us to perform a detailed transcriptomics analysis in the retina of diabetic mice under real-life conditions (light/dark) rhythmicity. We used the Ins2^Akita^ mice, a hyperglycemic model of type 1 diabetes that exhibits vascular, neural, and glial abnormalities consistent with clinical observations of early diabetic retinopathy (Barber et al., 2005). Retinas were taken at early stage (4 months of age, 2 months of diabetes) when retinal complications such as increased vascular permeability and the first neuronal abnormalities are observed, but before abnormal vascular pathology (Barber et al., 2005). Deep mRNA sequencing was performed for retinas collected around the daily light/dark cycle to examine the effects of early diabetes in the daily rhythmic output of the retinal transcriptome. Our results confirmed that a 12-hour axis in transcriptional compartmentalization between day and night is present in the retina, as reported by others (Wang et al., 2021) and for other organs (Mure et al., 2018). This axis remained in diabetes but was phase-shifted by 1–3 hrs, or up to 10 hrs or more for some individual genes. An advancement of phase rather than delay or change in amplitude was mostly observed in the differential rhythmic genes. Interestingly, these phase shifts seem to be mainly driven by the phase advance observed in pathways related to metabolic dysfunction and visual pathways, involving HIF1a and mTOR1 signaling pathways, rather than alterations in the phase of the circadian retinal clock, suggesting that in early diabetes an internal desynchronization occurs in the retina.

While it is established that diabetes distorts clock gene expression in the retina (Busik et al., 2009; Lahouaoui, Coutanson, Cooper, Bennis, & Dkhissi-Benyahya, 2016; Wang et al., 2014), the current study shows that under light/dark conditions only subtle changes in the amplitude and the phase of expression of clock genes were detected. Clock genes remained in phase, except for *Npas2,* but *Arntl1* lost while *Per1* and *Rora* gained rhythmicity. A degree of discoordination of clock gene relationships was observed in diabetes, especially at dawn and dusk, indicating subtle effects of diabetes in the synchronization of the clock machinery to light. While our data suggest that clock gene expression remained in phase, we do not exclude the possibility that specific cell clocks are influenced by diabetes, nor that the subtle changes are due to loss of specific cell populations within the diabetic retina or alterations of clock regulation within the retina. The transcriptome in bulk mRNA sequencing represents mostly rod photoreceptors (65 %), cones by 5 % and neurons of the inner retina for 25 % with only the rest 5 % from non-neuronal cells (Wang et al., 2021). Therefore, this approach can mask changes in clock gene expression in specific cell-types that have proportionately low representation within the retina, such as endothelial cells. Single cell transcriptomics analysis would be more appropriate to define the effects of diabetes on the individual cellular clocks in the retina, especially since this tissue is heterogeneous with different phases of the clock at different layers (Dkhissi-Benyahya et al., 2013; Jaeger et al., 2015). Although this was beyond the scope of this study, identifying how diabetes impacts the interconnections of the cellular clocks within the retina is a very interesting area that requires further investigation. Our study so far shows that in this early time point and under entrainment conditions, clock gene expression remained in phase, even if they exhibited subtle changes in amplitude which could be driven by cell death, or impact on the clock regulation itself.

Few studies exist that have analyzed the diurnal or circadian transcriptome in the murine (Storch et al., 2007; Wang et al., 2021), primate (Mure et al., 2018), drosophila (Damulewicz et al., 2018) and zebrafish (Ramasamy et al., 2019) retina, none of which were done in the context of diabetes. Our study confirms recent results from Wang et al. (2021) that performed mRNA sequencing in healthy murine retinas. In that study it was also shown that metabolic genes with oxygen sensing, carbon metabolism and HIF1A signaling were at the core of the night peaking genes, while day peaking genes were related to ribosome biogenesis and non-coding RNA processing as we also observed. These same night peaking pathways are at the core of the phase advancements we observed in the diabetic retina. Moreover, the phase advance observed in the diabetic retinas agrees with a previous study by Jiao et al. (2020) performed in extra-orbital lacrimal glands. In addition, the latter study as well as ours, observed little overlap between the rhythmic genes in control and diabetes. Similarly, Vancura et al. (2021) that performed a microarray in the retina of T2D mice (db/db) comparing two time points (one at day and one at night) identified a small overlap of the common genes that change from day to night, indicating a major reorganization of the daily rhythmic transcriptome by diabetes. We further identified that there were more genes gaining rhythmicity in diabetes compared to control, similarly with Jiao et al. data (Jiao et al., 2020). Genes that gained “de novo” rhythmicity due to diabetes belonged to pathways of responses to growth factors, transmembrane receptor protein kinase signaling, negative regulation of cell proliferation and cellular component organization, positive regulation of cell death and head development. The gaining of rhythmicity for these genes may not be driven by the circadian clock itself but by the disease, but it does reveal a topological preference in the temporal timeline of a day, bringing into focus the application of chronotherapies for the management of DR since most of the genes peaking during the night and therefore gaining rhythmicity are active targets for the management of DR.

Our analysis revealed that the retina exhibits a 12 hr transcriptional compartmentalization, which is induced by light and fine-tuned by the circadian clock. In agreement with the Wang et al. (2021) study, day peaking genes favored DNA repair, RNA splicing and ribosomal protein synthesis, whereas night peaking genes are related to metabolic processes and growth factor signaling and the major therapeutic targets for DR. However, our study revealed that although the 12 hr transcriptional axis was retained in the diabetic retina, it was phase -advanced by approximately 1–3 hr with a wider distribution. Interestingly, we found more alterations in the phase than in the amplitude of the rhythms, something that was also observed in other ocular tissues in diabetes as well (Jiao et al., 2020). This may increase the susceptibility of the retina to certain challenges, such as the response to light damage. Moreover, even when small phase misalignments with the daily cycle are imposed, the damage to the tissue may accumulate when these conditions become chronic. For example, a chronic small phase misalignment of the internal clock with the external light/dark cycle can have severe impact on the metabolic and cardiovascular health of mice (West et al., 2017). Although we suggest that this may not be driven by the circadian clock under light/dark conditions, previous studies in diabetic models indicate that the retina circadian clock in diabetes is disrupted (Busik et al., 2009; Lahouaoui et al., 2016; Wang et al., 2014). Of interest is a study in a type 2 diabetic Per2::luciferase mouse which suggests that the circadian period of many peripheral tissues, such as the liver and white adipose tissue, is significantly reduced and therefore circadian rhythmicity is phase - advanced (Hou et al., 2019).

Our findings led us to propose a possible mechanism that could facilitate the damage occurring in the diabetic retina. Diabetes results in an internal desynchronization in the retina driven by a phase advancement of pathways related to hypoxia and metabolism, while the circadian clock rhythms remain entrained to the light/dark cycle, driving clock-controlled responses in phase with the environment. The implications of these phase shifts are not yet known, but we hypothesize that the chronic internal desynchronization, observed in the early stages of diabetes, contributes to the pathology of DR by increasing oxidative stress and neuronal damage early on. The implication of such desynchronization is that having a functional and entrained retinal clock in diabetes might have a pathogenic role for the progression of DR. Indeed, a pathological role of Bmal1 in the progression of DR was recently proposed by Vancura et al. (2021), who showed that Bmal1 deletion spared the retina from the effects of diabetes. Moreover, recent work from Jidigam et al. (2022) showed that the neuronal clock in the context of pathological neovascularization is detrimental and its deletion led to protection from aberrant angiogenesis. By extension from our hypothesis, when this internal jet lag is corrected, for example, by deletion of the retinal circadian clock with retina specific knockout of Bmal1 or with correction of the metabolic phase shifts, then the progression of DR could be slowed. Future studies will be required to confirm this, but disease mediated disruption of circadian rhythms seems likely to emerge as an important risk factor in disease progression (Jidigam et al., 2022; Vancura et al., 2021).

## Supplementary Material

Supp Data 1

Supp Data 2

## Figures and Tables

**Fig. 1.**
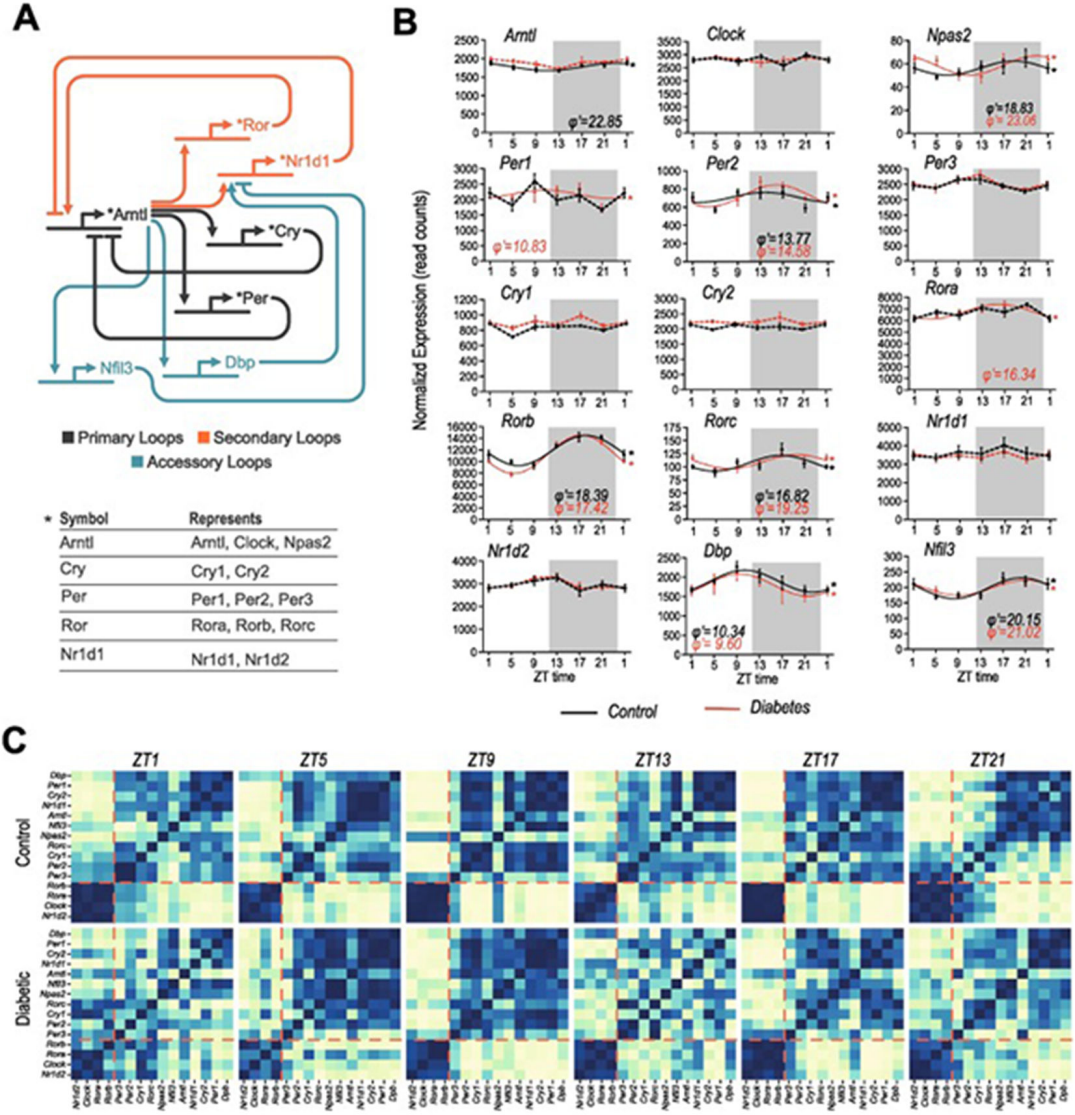
Clock Gene expression in the retina. (A) Simplified schematic of the molecular clock, showing some of the main interactions of each gene, including if they inhibit or promote gene expression. For simplicity, genes with similar interactions are represented by a single symbol in the diagram, indicated by the table at the bottom. Primary, secondary, and accessory loops are additionally indicated. (B) Expression patterns of clock genes in control (black) and diabetic (red), (mean and standard error for each time-point). Clock genes that have been identified as rhythmic by eJTK cycle package, (emp < 0.05) are indicated by an asterisk and solid lines and their respective phase in hours (φ′) beneath. Broken lines indicate no detected rhythmicity. (C) Spearman’s rank correlations between each of the 15 clock genes in both control and diabetic groups. Blue indicates strong correlations and yellow/white weakened correlations.

**Fig. 2.**
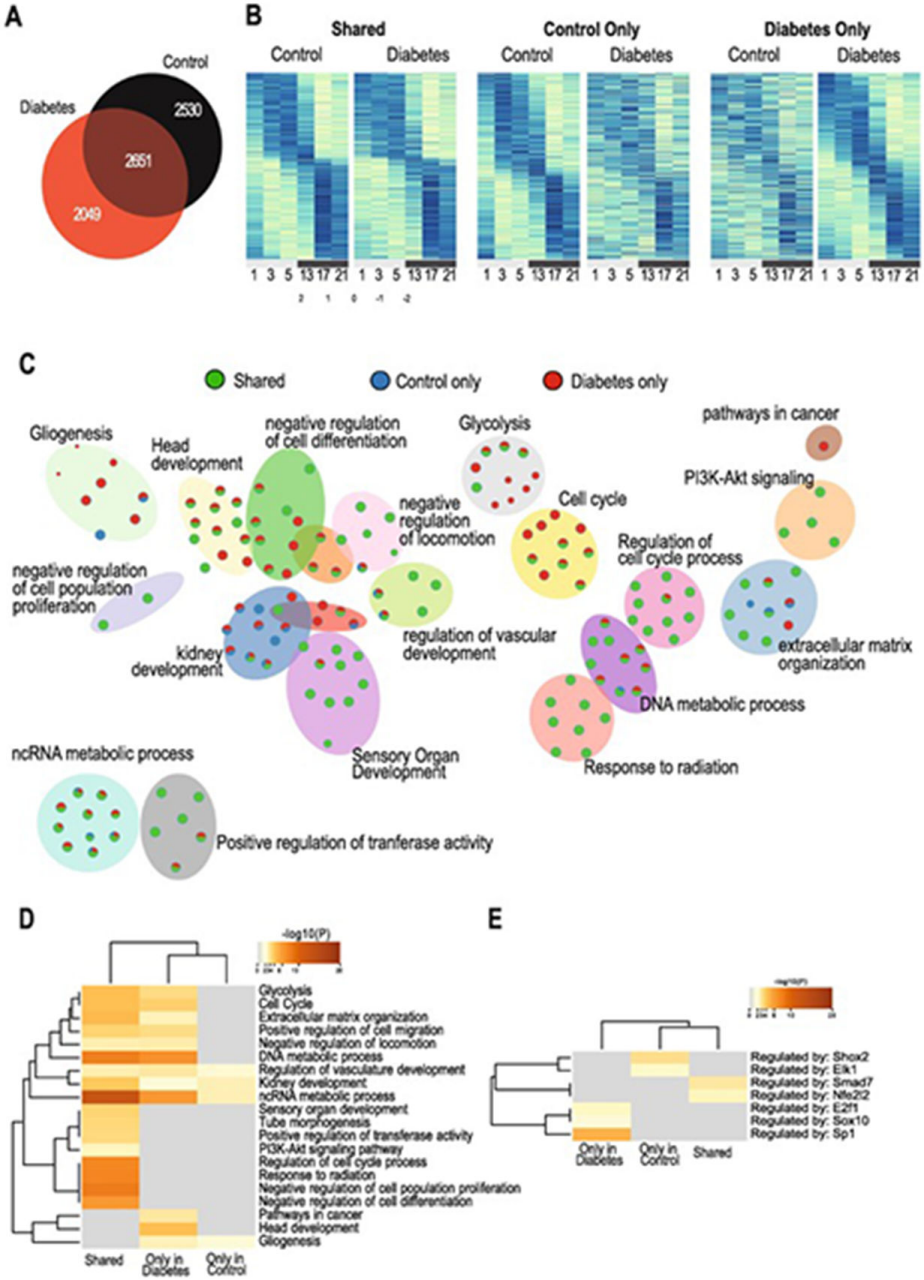
Disorganization of rhythmic transcripts in diabetes. (A) Venn diagram showing the overlap between transcripts identified as rhythmic in the control and diabetic retinas. (B) Heatmaps indicate loss, gain or retention of rhythmicity in control and diabetic retinas. Transcripts expression were min/max normalized and sorted by harmonic regression predicted acrophase. Each row represents a gene identified as cycling in each control or diabetic or both. Each column represents a single time-point, where biological replicates expression was averaged. Blue to yellow hue represents gene expression from max to min. (C) Metascape network pathway analysis of transcripts that were identified as rhythmic. Nodes are coded with colors depending on if they represent rhythmic genes found only in control (blue), only in diabetic (red), or shared in both control and diabetic retinas (green). (D) Gene set enrichment analysis revealing the pathways identified to be rhythmic only in diabetes, only in control or shared. (E) Predicted regulators for the rhythmic genes in each category.

**Fig. 3.**
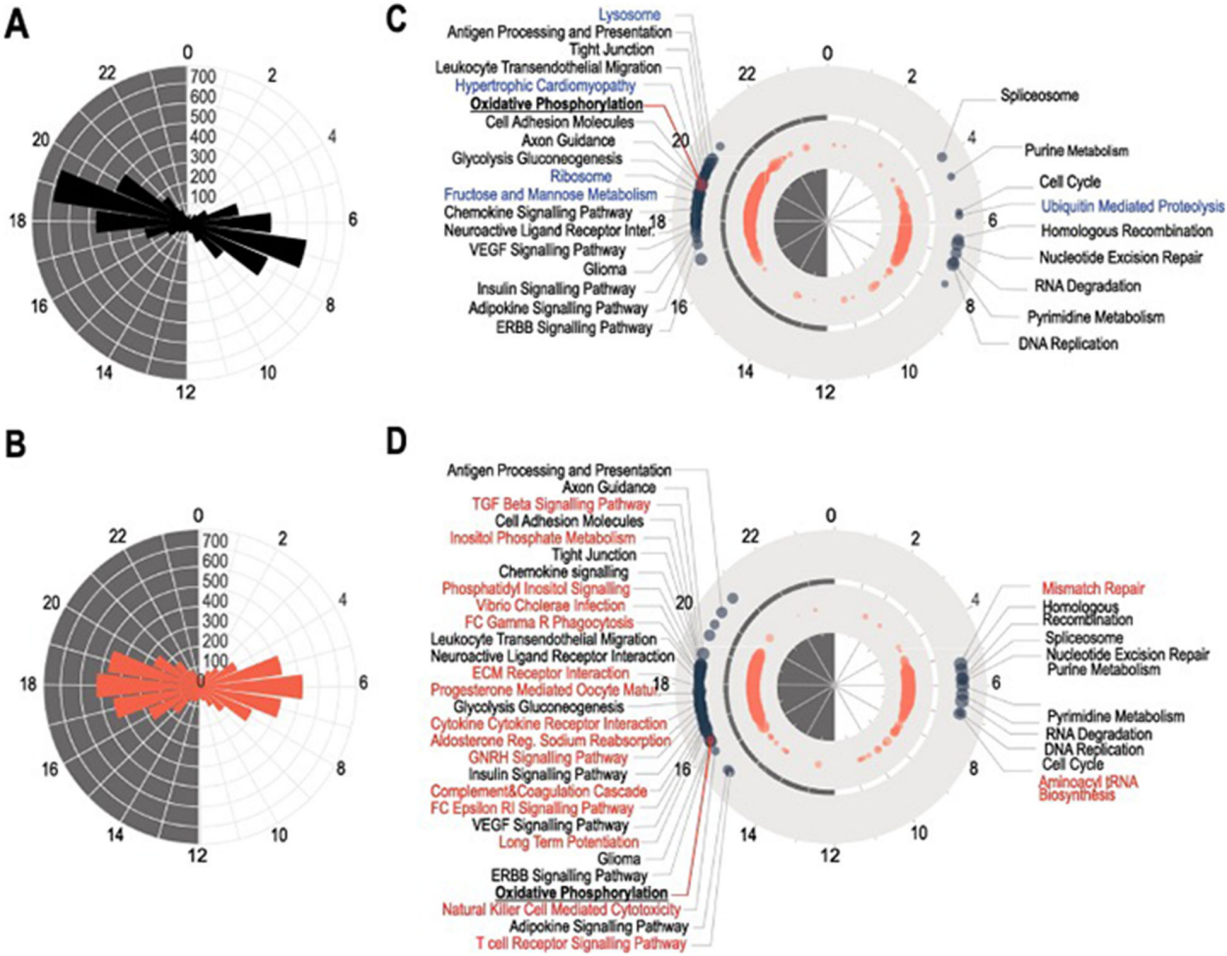
Phase differences in rhythmic transcripts. (A–B) Radial plots of the distribution of the peak phase of rhythmic transcripts in control (A), and in diabetic (B) retinas. (C–D) Phase distribution over the 24 h cycle of representative KEGG pathways in control (C) and diabetic (D) retinas. Phases were calculated using Set Enrichment Analysis (PSEA) for rhythmic transcripts. KEGG pathways which were uniquely identified as rhythmic in control are highlighted in blue and in diabetes in red.

**Fig. 4.**
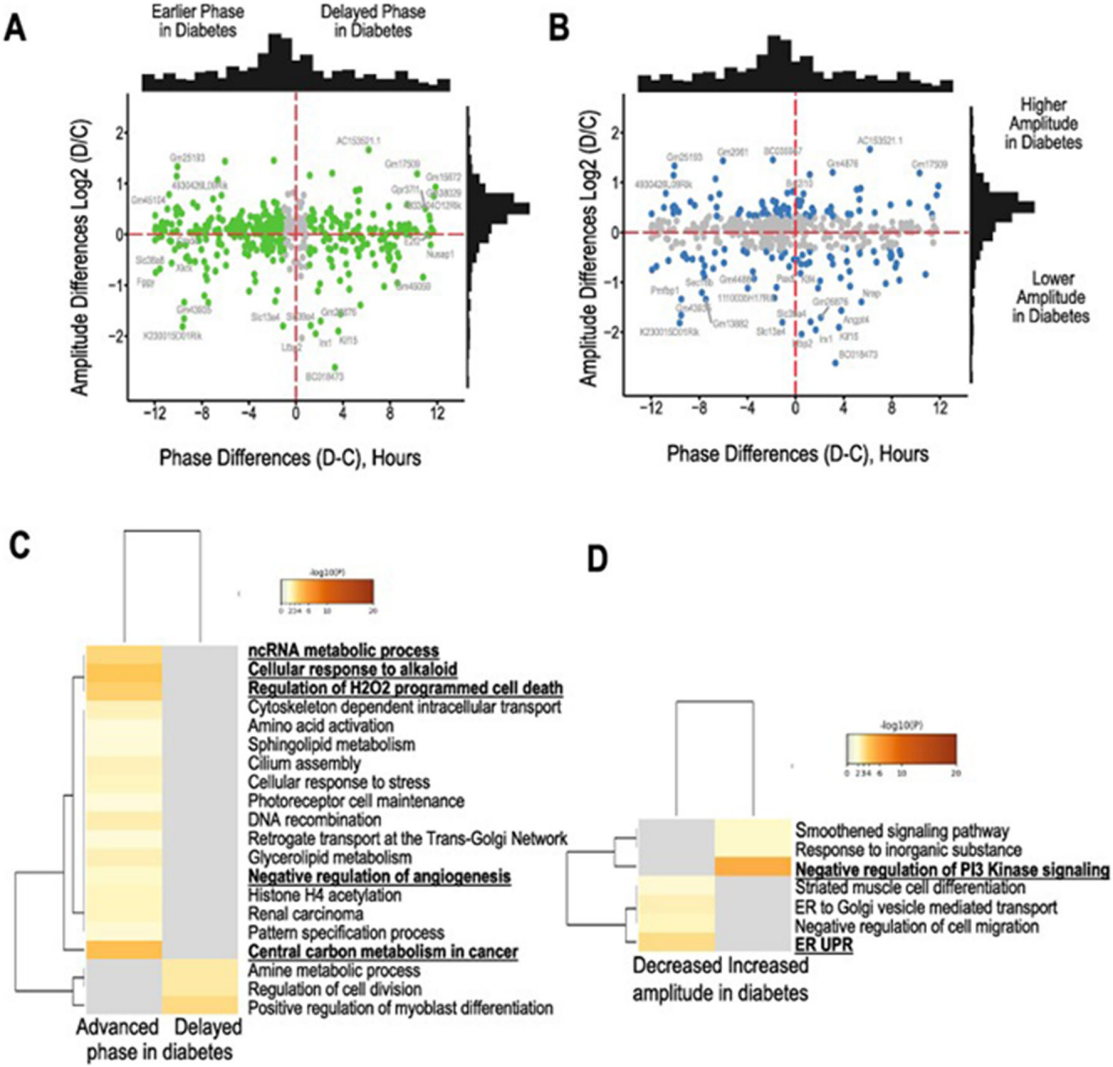
Phase and amplitude changes of differentially rhythmic transcripts between controls and diabetic retinas. DORD analysis was performed to identify differential rhythmic transcripts based on amplitude and acrophase. (A) All transcripts that showed a statistically significant difference in phase are highlighted in green with the distribution of the number shown on the top. (B) All transcripts with differences in amplitude are shown in blue. A distribution of the number of genes shown on the right. (C) Differentially rhythmic genes were further subdivided into those that displayed advanced or delayed phase and Metascape analysis was performed for pathway and enrichment analysis; (D) Metascape analysis for genes that had increased or decreased amplitude in diabetes.

**Fig. 5.**
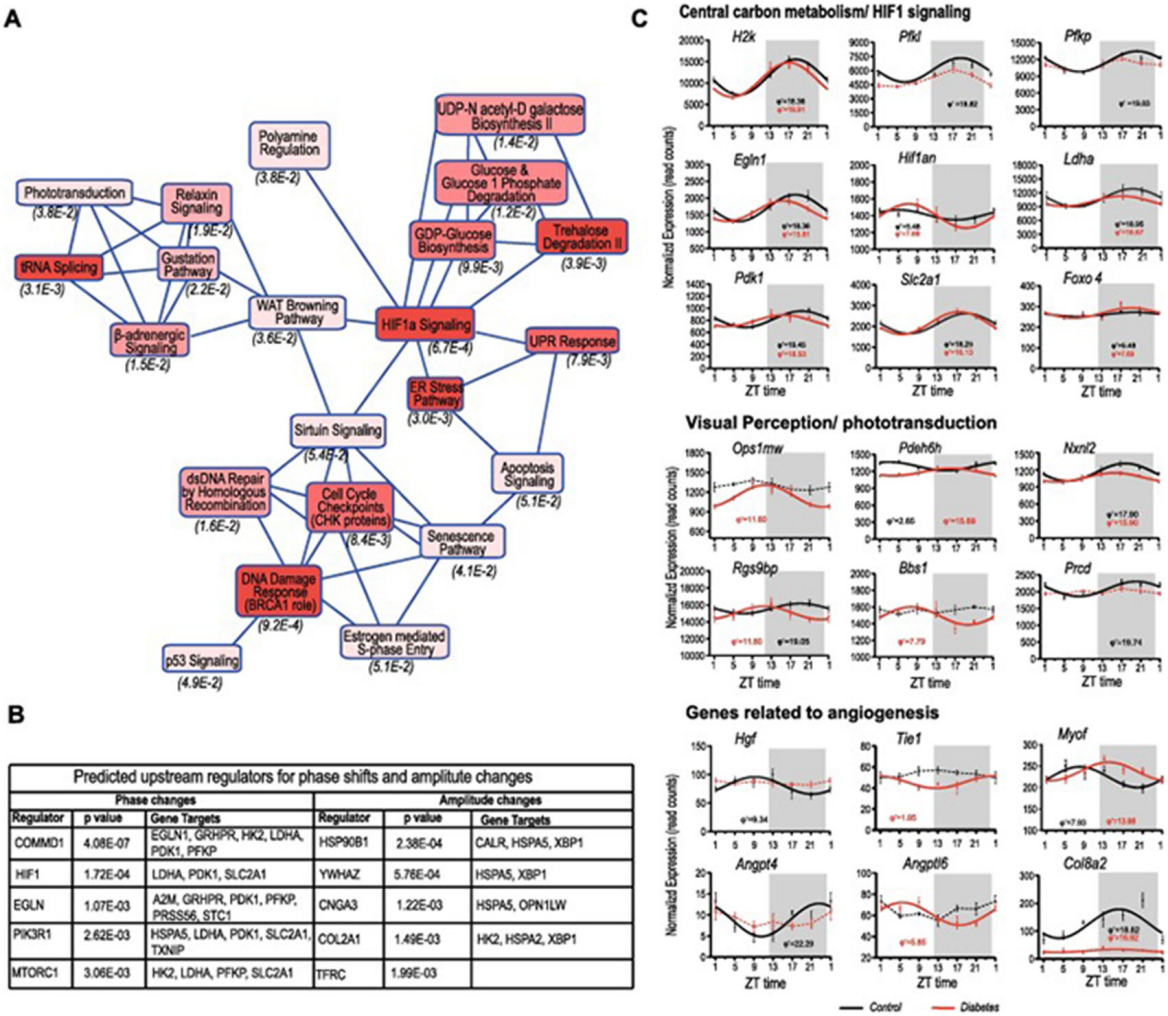
Pathway analysis of differential rhythmic genes. (A) Graphic summary of canonical pathway analysis with IPA Core Analysis illustrating how enriched canonical pathways are related to one another. (B) Upstream Regulator Analysis indicating transcriptional regulators likely to be related to phase and amplitude changes. (C) Expression patterns of genes that showed different rhythmicity in diabetic retinas compared to control, involved in central carbon metabolism and HIF1 signaling, visual perception/phototransduction and pathogenesis of DR. Genes identified as rhythmic by eJTK cycle package, (emp < 0.05) are indicated by an asterisk and solid lines and their respective phase in hours (φ′) beneath. Broken lines indicate no detected rhythmicity.

## Data Availability

The RNA-seq data reported in this article has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE233440.

# Supplementary material for: Mapping the daily rhythmic transcriptome in the diabetic retina
**Source:** Vision Res. Author manuscript; Available in PMC 2024 Aug 18.
**Supplement:** Supp Data 2

**Supplemental Figures**

**S.Fig. 1**

**
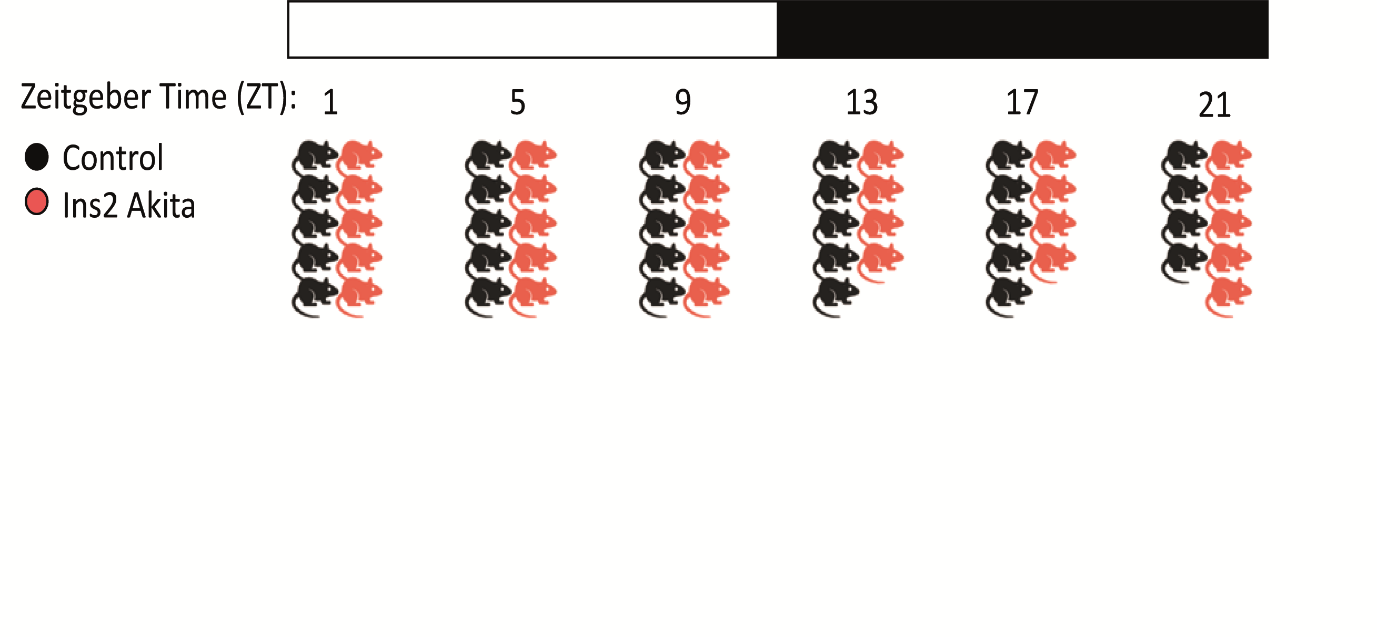
**

**Supplemental Figure 1| Experimental design for sample collection.**

Ins2 Akita mice and their littermate controls were bred and kept until Mice were kept in 12hr:12hr Light:Dark (LD) conditions throughout. Samples were collected at 4-hour intervals throughout a 24-hour period starting at ZT1 and ending at ZT21. 4-5 biological replicates were taken for each experimental group at each timepoint.

**S.Fig. 2**

**
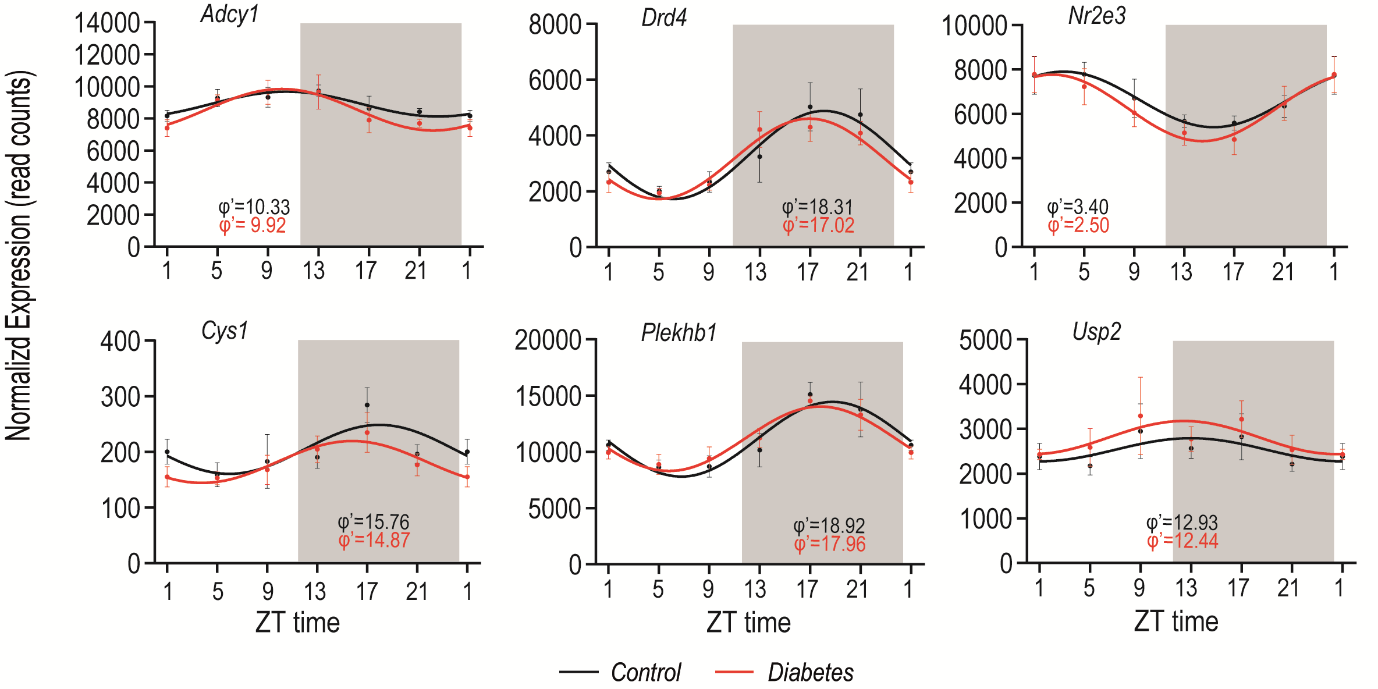
**

**Supplemental Figure 2 | Patterns of rhythmicity in identified known clock-controlled genes**

Transcripts per million in known clock-controlled genes in the retina of control and diabetic mice. Expression patterns of clock genes in control (black) and diabetic (red), also showing mean and standard error for each time-point. Clock genes that have been identified as cycling are indicated by an asterisk and solid lines and display the phase in hours (φ′) beneath. Broken lines indicate no detected rhythmicity. n= (4-5)/ time point.

How the deposited data were processed for this re-analysis (not part of the article)

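RNA was sequenced from single retinas of wild-type control mice and heterozygous Ins2Akita diabetic mice, with 58 libraries over 6 time points and 4 to 6 libraries per genotype and time point. The authors made the counts by aligning the reads with STAR to GRCm38.p5 with the Gencode M15 annotation and counting reads per gene with HTSeq, as the methods of the paper state. As deposited, the counts are whole numbers, not normalized and not filtered, with 1 column per library and 52459 gene symbols. Of these symbols, 47976 were matched to the Gencode M21 annotation and 198 by an older symbol. A further 26 symbols had been turned into dates and 4 were repeated, and all of these were kept under the names they had. Every column was assigned to its genotype, time point and replicate by its title.

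Depth ranged from 7773117 to 22147398 counted reads per library, with a median of 15406440. This leaves genes near the expression threshold of 4 normalized counts with a large sampling error, so low-count genes such as Angpt4 are less certain than the others. Counts were normalized with DESeq2 (version 1.42.0) size factors for rhythm, and with edgeR's (version 4.0.16) TMM factors for differential expression, in R 4.3.3. Rhythm, permutations and gene sets were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and pandas 2.3.3.

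A gene was expressed in a genotype if its median was above 4 normalized counts there, where the paper takes the median over all samples, which was run as an alternative. The empirical JTK_CYCLE test was re-implemented with a period of 24 h, 6 phases in steps of 4 h and 5 widths from 4 to 20 h, against 1000000 shuffled series, or 200000 for the alternatives. A transcript was rhythmic with an unadjusted p-value under 0.05 and a fold above 1.25. Acrophases came from a cosine fitted by least squares. Differential rhythmicity was tested on all transcripts rhythmic in either genotype with a rank-based regression, in place of the authors' package, and an adjusted p-value under 0.05 was required. A phase change was an acrophase difference above 1 h and an amplitude change a log2 ratio above 0.32. Differential expression used edgeR's quasi-likelihood test, over all time points with 1 group per genotype, and at each time point in 1 fit of 12 groups. Clock gene correlations were Spearman correlations within a time point, tested over all splits of its libraries. Gene sets were tested with the Kuiper test and against 10000 random lists, and mean profiles of sets with 5000 permutations of genotype within time points.

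The comparisons, thresholds, gene lists and most alternatives were set before the data were examined. The genes named in the text are those the paper names in its results, Fig. 1B, Fig. 5C and S. Fig. 2, the 5 with the smallest adjusted p-value over all time points, the 3 with the smallest at each time point if past 0.05, and the 3 differentially rhythmic ones with the smallest p-value among those rhythmic in both genotypes. As no gene passed after adjustment, the last 3 were taken by their unadjusted p-value. The marker lists were those of retinal pigment epithelium, lens, blood, cornea and ciliary body, rods, cones, Muller glia, endothelium, microglia, ganglion cells, bipolar cells and amacrine cells.

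The alternatives were other normalizations, filters and tests, another definition of the fold, counts thinned to the smallest library, each library and each time point left out, and a block for replicates of the same number. Genotypes and time points were shuffled 100 times each. A correction for trends of GC content and length within each library, fitted on 14697 genes, was also applied. The methods were tested on simulated data made from these libraries. With a fold of 2 added to 200 genes, edgeR recovered 100% over all time points and 94% at a single time point. Simulated rhythms, all with a relative amplitude of 40% and with genes drawn independently, were called in 96.3% of control and 95.7% of diabetic genes that had one. They were called in 4.85% and 5.10% of those that had none. Many genes named in the text had far smaller amplitudes, for which the share called was not simulated. The predicted upstream regulators of the paper and its pathway collections were not recomputed, and the results of a few genes are not reported here. S. Tables 2 and 3 could be read only in part, and S. Tables 4 to 6 not at all.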

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

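The tests of the lens carry-over and of GC content for the HIF1 target genes were chosen only after their results were seen.

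Among 102 groups of libraries tested over 14 measures, 14 had a library far from the others of its genotype and time point, where about 5.1 would come up by chance. Lens markers account for 6 of them. Their mean was 6233.6 normalized counts in control replicate 6 at ZT1 (others 1.59 to 45.4), 4138.0 in control replicate 5 at ZT17 (others 2.52 to 43.7) and 4758.6 in control replicate 2 at ZT21 (others 1.37 to 20.4). Smaller values stood out in control replicate 5 at ZT5 (19.8, others 1.85 to 4.15), diabetic replicate 3 at ZT1 (137.4, others 3.36 to 30.3) and diabetic replicate 4 at ZT13 (120.9, others 2.32 to 11.7).

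The paper's main text does not mention crystallin genes, and the supplementary lists of genes could not be read in full. In the 3 control libraries, Cryaa had at least 15239 normalized counts against a median of 4.13 over all libraries. Lens tissue carried over at dissection is a candidate explanation, and the 7 lens genes followed together were all high in the same 3 libraries, the smallest fold over the median being 12.5, for Bfsp2. Bfsp1 was 23.2-fold above its median. As these libraries lie at 3 time points of a single genotype, a mean over control libraries of such genes has little meaning. No biological explanation was tested.

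Control replicate 5 at ZT5 also had 71.9 normalized counts for the mean of cornea and ciliary body markers (others 5.86 to 11.6). Its slope of counts on GC content was 0.106 (others -0.150 to -0.0726). In diabetic replicate 3 at ZT17 that slope was 0.423 (others -0.0216 to 0.0221). Slopes of like size were not flagged in control retinas, with 0.368 and 0.472 in replicates 1 and 3 at ZT17 and 0.355 in replicate 4 at ZT9. A strong GC trend at ZT17 is thus not particular to 1 diabetic library. Trends of this kind could have driven the differences at ZT17, but with the trend as an offset the number of differentially expressed genes there was 154 and not lower. For these libraries themselves no biological explanation was tested.

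The 10 most counted genes took 21.5% of the reads in diabetic replicate 5 at ZT13 (others 10.3% to 12.2%) and 12.6% in diabetic replicate 4 at ZT5 (others 11.0% to 11.3%). Mitochondrial genes took 2.17% in control replicate 4 at ZT5 (others 1.45% to 1.61%) and 1.88% in diabetic replicate 4 at ZT1 (others 1.51% to 1.58%). Fam160a1 had 1497.7 normalized counts in diabetic replicate 1 at ZT1 (others 1678.9 to 1742.1), and it is among the genes lower in diabetic retinas at that time point. No cause was tested for these libraries.

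The mean profile of 24 HIF1 target genes differed in its rhythm between the genotypes, with a phase difference of -2.22 h. Shuffling genotypes within time points tested the difference in rhythm, in phase and amplitude together, and not the phase difference alone. The amplitude of the profile, in units of each gene's standard deviation, was 0.790 in control and 0.539 in diabetic retinas. A GC trend between libraries is argued against, as the p-value after the correction was 0.0022 for a difference of -2.302 h. Each time point left out in turn gave differences from -2.99 h to -1.62 h, with permutation p-values from 0.0018 to 0.0354. A change of the daily rhythm of these genes in diabetic retinas, in timing or amplitude, may explain it. This is a hypothesis found and tested on the same libraries. A change in feeding or activity of the mice was not tested.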

How the results depend on the processing

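The GC and length correction for expression, correlations and the HIF1 targets, the unadjusted differential rhythmicity and the HIF1 list without genes of Fig. 5C were chosen only after the data were seen. The cause of a change named below was not tested unless it is stated.

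Stricter rules gave fewer rhythmic transcripts, 1650 in control and 1874 in diabetic retinas with an adjusted p-value under 0.05, and 2529 and 2712 with the fold taken over means of time points. Without ZT17 there were 2691 in control retinas. The shared share was 27.9% with no filter on low counts, 29.3% with the fold over means, 39.6% with edgeR's cosine model, 25.5% without ZT17 and 27.6% without ZT21, where the SD over shuffled genotypes was 4.31%. The concentration of acrophases in control retinas was 0.528 with no filter and 0.440 without ZT17, and in diabetic retinas 0.326 without ZT17 and 0.330 without ZT21. Without ZT5 the genotypes hardly differed, with 0.597 in control and 0.593 in diabetic retinas. The advance stayed negative in every setting run, and was smallest without ZT1, at -0.20 h.

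Differentially rhythmic genes at an adjusted p-value under 0.05 numbered 72 with no filter, 1 with a least-squares test, 1 with edgeR's interaction test and a replicate block, and 0 otherwise, and 547 with the unadjusted p-value. That last number was 825 with no filter and 326 with transcripts chosen by the adjusted p-value, where fewer were tested.

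Differentially expressed genes over all time points numbered 945 with the time point as covariate, 387 with no filter, where more genes were tested, and 985 with the GC and length trend as an offset. With no filter there were 1 at ZT1, 3 at ZT9 and 1 at ZT21. With only the libraries of the time point fitted there were 0 at ZT1 (933 unadjusted), 27 at ZT5, 4 at ZT9 and 0 at ZT17 (809 unadjusted). DESeq2 gave 4 at ZT1, 27 at ZT5, 4 at ZT9, 90 at ZT17 and 4 at ZT21, and the GC and length offset 13 at ZT1, 13 at ZT5, 8 at ZT9, 2 at ZT13, 154 at ZT17 and 6 at ZT21.

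Libraries of the same replicate number shared some variation. Their 26 pairs had correlations of deviations from the group means from -0.368 to 0.754, with a median of 0.219 and 19 over 0.1, against a median of -0.0508 for the 114 other pairs. The controls were littermates of the diabetic mice, but the paper does not tie replicate numbers to litters, and not every pair was over 0.1, so the replicate number was used as a block only here. A block for the replicate number gave 990 genes over all time points with the time point as covariate, 8 at ZT5, 3 at ZT9, 62 at ZT17 and 13 at ZT21, and kept the calls of differential expression it was run for among the named results, 5 over all time points and 9 at single ones. Rhythm calls of the named genes were not run with the block.

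The clock gene difference at ZT13 was -0.0186 with Pearson correlations and -0.0343 with TMM normalization, and at ZT17 0.0876 with the GC and length correction, in each case reversed from 0.00381 and -0.0381. Against random lists from the rhythmic transcripts, the adjusted p-values rose to 0.107 for homologous recombination in control, 0.0561 for tRNA synthetases in diabetic, 0.294 for ubiquitin-mediated proteolysis in diabetic, and 0.226 and 0.0653 for lysosome genes in control and diabetic retinas. With all expressed members they fell to 0.000207 for ubiquitin-mediated proteolysis in control and 0.0494 for phototransduction in diabetic retinas.

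Across the 58 fits that each left out 1 library, rhythmic transcripts were from 3640 to 5076 in control and from 3977 to 4948 in diabetic retinas, the shared share from 32.98% to 36.1%, the advance from -0.82 h to -0.43 h and the concentration from 0.594 to 0.678 and from 0.441 to 0.552. Differentially rhythmic genes stayed at 0, with 496 to 659 unadjusted, and differentially expressed genes over all time points were from 456 to 621. The phase difference of HIF1 targets was from -2.51 h to -1.75 h and that of oxidative phosphorylation genes from -2.79 h to -1.96 h. Differentially expressed genes were from 0 to 4 at ZT1, from 2 to 5 at ZT5, from 0 to 2 at ZT9, from 0 to 1 at ZT13, from 3 to 93 at ZT17 and from 0 to 1 at ZT21. The highest at ZT13 was without diabetic replicate 3, and the numbers at ZT17 were 3 without diabetic replicate 5 and 93 without diabetic replicate 1. Clock gene differences were from -0.136 to 0.0724 at ZT1, from 0.00952 to 0.261 at ZT5, from -0.152 to 0.0419 at ZT9, from -0.0914 to 0.206 at ZT13, from -0.145 to 0.144 at ZT17 and from -0.283 to 0.0552 at ZT21, and these also move with the number of libraries left in each genotype. Of 120 results for named genes, 94 kept their side of the threshold in all of these fits, 14 lost it in some and 12 gained it. Over the other settings, 90 of 150 kept it, 40 lost it and 20 gained it, and none reversed.

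Depth limits the number of transcripts more than their timing, as counts thinned to the smallest library gave 3590 rhythmic transcripts in control retinas and an advance of -0.62 h.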

Differences from the paper's values

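None of the tests in this part was chosen only after the result was seen, except where stated.

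The paper gives 478 differentially rhythmic genes, 405 of them changed in phase and 154 in amplitude, against 0 of each here at an adjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap. The highest numbers among them were 72, 70 and 70, with no filter on low counts. With an unadjusted p-value under 0.05, an alternative chosen after seeing the values, there were 547 genes, 500 changed in phase and 472 in amplitude, so that the first and second numbers were within 1.5 times of the paper's and the third was not.

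The paper gives an advance of almost 4 h for oxidative phosphorylation genes, which is taken as 4 h in what follows. The difference here was -2.42 h between the mean acrophases of the rhythmic members, an advance of 2.42 h. Of the alternatives set before the data were examined, the acrophases of all expressed members gave an advance of 3.49 h, the libraries without ZT17 3.29 h and those without ZT21 3.25 h, which are within 1.5 times of the paper's. So did leaving out control replicate 3 at ZT1, control replicate 3 at ZT17, diabetic replicate 3 at ZT13 or diabetic replicate 3 at ZT21. Leaving out ZT1 gave 1.54 h, ZT5 2.18 h, ZT9 2.29 h and ZT13 2.09 h, and these and the other 54 libraries left out in turn did not close the gap. The mean profile of all expressed members, chosen after seeing the values, gave 3.12 h.

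The paper's text has a larger share of transcripts losing than gaining a rhythm in diabetes, while its totals of rhythmic transcripts and its discussion have more gaining one. Here 29.4% were rhythmic in control retinas alone and 35.6% in diabetic retinas alone, the order of the paper's totals. The paper lists Per1 as rhythmic in diabetic retinas, where its p-value here was 0.0542. Per1 was called there in 8 of the fits that left out 1 library, without ZT1, without ZT9 and with the GC and length correction, which was chosen for this gene after seeing the values. In control retinas Per1 was also called with that correction, without ZT5 and without ZT17.

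The paper describes weaker clock gene correlations in diabetic retinas, and here none of the 6 time points had an exact p-value under 0.357. With equal numbers of libraries, by leaving out each control library in turn, the difference was from -0.0914 to -0.0114 at ZT13 and from 0.00952 to 0.0219 at ZT5. Col8a2 peaks at about 19 h in control and about 17 h in diabetic retinas in Fig. 5C, read by eye, against ZT16.9 and ZT16.2 here. Hif1an, Foxo4 and Col8a2 are shown as differentially rhythmic, and their unadjusted p-values here were 0.0624, 0.195 and 0.0730. For its phase sets the paper used KEGG collections and a stricter cutoff than 0.05, given in its methods. It has ubiquitin-mediated proteolysis genes with a preferred phase in control and not in diabetic retinas. The adjusted Kuiper p-values here were 0.0767 and 0.0142, and neither passes that cutoff. With all expressed members, an alternative set before the data were examined, they were 0.000207 and 0.00031. Of the lysosome values, 0.00426 in control and 0.0418 in diabetic retinas, only the first passes, as in the paper. Against random lists from the rhythmic transcripts the lysosome values were 0.226 and 0.0653. The paper has no preferred phase of tRNA synthesis genes in control retinas, where the adjusted p-value here was 0.000271. The paper has ribosomal genes with a preferred phase in control and not in diabetic retinas, and here 5 were rhythmic in each, too few for the test. With all expressed ribosomal genes, the adjusted Kuiper p-values were 1.56e-29 in control and 3.73e-24 in diabetic retinas, from genes that are not independent replicates. A 24 h cosine fitted to their mean profile over the libraries had p-values of 0.0873 and 0.160. A preferred phase is thus not resolved in either genotype. The paper states few differentially expressed genes, and here 591 were found over all time points. The paper states 4 to 5 replicates, and the control group at ZT5 has 6 libraries.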

Other observations

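The test of the pigment epithelium in the rhythm of Col8a2 was chosen only after the result was seen.

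Shuffling the time points within a genotype gave as many rhythmic transcripts in 1 of 100 arrangements for control and 1 of 100 for diabetic retinas, the real one included. Differences in depth are argued against as the source, as counts thinned to the smallest library left 3590 in control retinas. For the comparisons of the genotypes, shuffled genotypes gave a shared share as low in 70 of 100 arrangements, an advance as far from 0 in 20, as many transcripts with an unadjusted p-value for differential rhythmicity in 56 and a drop in concentration as large in 19. These may therefore come from the spread between libraries. The shuffles did not keep libraries of the same replicate number together, though such libraries shared some variation. The counts of arrangements hold only if the libraries are independent. For the advance the evidence is mixed, as the share of transcripts that were earlier, a measure added after the data were seen, was as far from 50% in 3 of the 100 arrangements. GC and length trends are argued against as the whole cause of the advance, which was -0.57 h after the correction.

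The day and night peaks of the acrophases could reflect genes that vary together between libraries whatever their time point. In line with this, shuffled time points gave a concentration as high in 8 of 100 arrangements for control retinas, from far fewer transcripts. GC content is related to the peak, with a median of 47.3% for genes peaking in the day and 52.1% in the night in control retinas, and the first principal component, with 27.5% of the variance, had a Spearman correlation of 0.766 with GC content across genes. The concentration was still 0.604 after the GC and length correction, so these trends are not the whole cause. A common daily signal remains open.

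Differentially expressed genes over all time points were as many in 1 of 100 arrangements. With the GC and length trend as an offset they were 985, and 537 of the 591 genes remained among them, which argues against such trends as the whole cause. DNA of a donor strain around the mutated Ins2 gene, on chromosome 7 from 142678656 to 142743381, could change the counts of neighbors, but 3 of 124 tested genes within 10 Mb were past the threshold where 4.26 were expected (Fisher's exact p = 0.802). Differences in cell composition and a response to diabetes stay open. At single time points, splits of the libraries gave as many genes in 3 of 100 draws at ZT1, 1 at ZT5, 5 at ZT9, 100 at ZT13, 15 at ZT17 and 100 at ZT21. Other splits at ZT17 gave up to 3545 genes, and a GC trend may be the cause, as the largest was 572 with the offset. With that offset, the real split at ZT17 had 154 genes, and 32 of the 33 remained, but 6 of 100 splits gave as many, so a chance split of these libraries is not excluded.

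The correlations of clock genes within a time point may come from a trend shared by all genes of a library. In 10 of 12 groups at least 5% of random gene lists had a mean correlation as high as the clock genes. What is particular to clock genes is not resolved by these groups.

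Col8a2 followed the markers of retinal pigment epithelium across libraries, with a Pearson correlation of 0.826 in control and 0.767 in diabetic retinas. With the mean of the markers in the fit, the p-value of its rhythm was 0.0156 in control and 0.627 in diabetic retinas. The mean of the markers was itself rhythmic in diabetic retinas, with its acrophase at ZT16.4, close to the ZT16.2 of Col8a2. A marker mean with the same rhythm takes up that of Col8a2 in the fit, whatever the cause. The value in diabetic retinas therefore cannot tell pigment epithelium carried over in some libraries from a rhythm of the pigment epithelium itself. Both stay open. In control retinas the markers did not wholly account for the rhythm of Col8a2. The most abundant markers were Rgr with a median of 782.1 normalized counts, Ttr with 615.0 and Rpe65 with 323.8.

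Of the marker lists, the expressed genes, the highest and the median log2 fold change in diabetic retinas were 9 of 10, Rgr and -0.09 for pigment epithelium, 3 of 8 and Cryaa for lens, where only 1 gene had a fold change, so that no median is given, and 3 of 8, Wfdc1 and 0.10 for cornea and ciliary body, while 0 of 5 blood markers were expressed. All genes of the other lists were expressed, with medians of -0.07 for rods (0 of 7 higher), -0.12 for cones (0 of 7 higher), -0.02 for Muller glia, -0.04 for endothelium, -0.10 for microglia (0 of 5 higher), 0.04 for ganglion cells (5 of 6 higher), -0.10 for bipolar cells (0 of 6 higher) and -0.02 for amacrine cells. Past an adjusted p-value of 0.05 were 3 cone, 1 rod and 1 microglia genes and none of the other lists. Of the regulators the paper predicts, Sox10 was rhythmic in both genotypes, with p-values of 0.00121 and 0.00439, at fitted means of only 15.3 and 11.2 normalized counts. Pik3r1, Hsp90b1 and Cnga3 were also rhythmic in both. Sp1, Commd1 and Ywhaz were rhythmic in diabetic retinas alone, with p-values of 0.0161, 0.00376 and 0.0161 there. Their unadjusted p-values for differential rhythmicity were 0.190, 0.312 and 0.868. Hif1a was rhythmic in neither genotype, with 0.389 and 0.236, and E2f1 in neither, with 0.432 and 0.634. Ins2 itself had 0.696 ± 1.28 (SD, n = 30) normalized counts in control and 1.66 ± 1.73 (SD, n = 28) in diabetic retinas.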
